# Long non-coding RNA *TUG1* regulates multiple glycolytic enzymes in hepatocellular carcinoma cells by sponging microRNA-122-5p

**DOI:** 10.7555/JBR.39.20250056

**Published:** 2025-07-15

**Authors:** Thammachanok Boonto, Chinnatam Phetkong, Chaiyaboot Ariyachet

**Keywords:** hepatocellular carcinoma, *TUG1*, long-noncoding RNA, microRNA, glycolysis

## Abstract

Hepatocellular carcinoma (HCC) remains the third leading cause of cancer-related deaths worldwide; however, its therapeutic options are limited. Understanding the molecular mechanisms of HCC could provide insight into new therapies. Emerging studies indicate the important role of long-noncoding RNAs (lncRNAs) in the pathogenesis of HCC. The expression of the well-studied lncRNA taurine upregulated gene 1 ( *TUG1*) is upregulated in HCC tissues, but its transcriptomic effects in HCC cells remain unexplored. We established *TUG1*-knockdown and control HCC cells for RNA-seq experiments. KEGG analysis revealed glycolysis as the top enriched pathway upon *TUG1* silencing. Accordingly, *TUG1*-depleted HCC cells showed impairments in glucose uptake, ATP synthesis, and lactate production. Clinical HCC tissue data revealed positive gene expression correlations between *TUG1* and several glycolysis-related genes. To identify a molecular function of *TUG1* in glycolysis, we explored the competing endogenous model and used bioinformatic tools to find the five microRNAs (miRNAs) that had the most binding sites for *TUG1*. Among these miRNAs, miR-122-5p exhibited an inverse correlation in gene expression with most *TUG1*-regulated glycolysis genes, including *PKM*, *ALDOA*, *ENO2*, and *PFKM*. Dual-luciferase assays demonstrated the direct interaction between *TUG1* and miR-122-5p and between miR-122-5p and the 3ʹ untranslated regions of both *PKM* and *ALDOA*. We further showed that inhibition of miR-122-5p alleviated the suppression of glycolysis induced by *TUG1* depletion. Together, our RNA-seq analysis of *TUG1*-depleted HCC cells, combined with clinical data, reveals a critical role of *TUG1* in regulating glycolysis and provides new insight into its oncogenic function in HCC.

## Introduction

Hepatocellular carcinoma (HCC) is the most prevalent form of primary liver cancer, accounting for 80% of liver cancer diagnoses, and is the third leading cause of cancer-related deaths worldwide ^[ 1] ^. Progression of HCC is a multistep process that involves biological processes, including cellular metabolism, signaling pathways, cell cycle regulation, and epigenetic regulation, which are altered by the accumulation of genetic and epigenetic mutations, especially in patients with risk factors such as viral hepatitis, chronic alcohol use, smoking, diabetes, and metabolic-associated fatty liver disease ^[ 2] ^. Although mortality rates for HCC patients have decreased over the past decade, the therapeutic options for HCC remain unsatisfactory due to late diagnosis and limited treatment strategies for late-stage HCC ^[ 3] ^. Additionally, global incidence and mortality rates for HCC are expected to rise by 50% by 2040 ^[ 4] ^. Thus, a detailed understanding of HCC biology is essential for developing more effective diagnostic markers and therapeutic approaches.

Early HCC-related studies have highlighted the role of protein-coding genes in tumorigenesis. However, only approximately 2% of the human genome encodes protein-coding genes, while approximately 98% of the genome is transcribed into non-coding RNAs ^[ 5] ^. Among the various molecular factors, long non-coding RNAs (lncRNAs)—a class of non-coding RNAs longer than 200 nucleotides—have gained attention as crucial regulators in the development of cancers, including HCC ^[ 6] ^. Through their interactions with other biomolecules ( *e.g.*, DNA, RNA, and proteins), lncRNAs exhibit diverse regulatory functions at multiple levels of gene expression ^[ 7] ^. Based on numerous studies, aberrant expression of many lncRNAs has been implicated in several types of cancer and is directly linked to the oncogenic phenotype and the transformation of normal cells into tumor cells ^[ 8] ^.

Taurine upregulated gene 1 ( *TUG1*), one of the early identified lncRNAs that act as a tumor-promoting factor, plays significant roles in HCC development and progression ^[ 9] ^. Consistent with *in vitro* studies, *TUG1* expression is significantly increased in HCC tumor tissues, and patients with high expression of *TUG1* have a poor prognosis ^[ 10] ^. Numerous studies have suggested that *TUG1* primarily exerts its function as a competitive endogenous RNA to target miRNAs, thereby hindering their regulatory functions ^[ 11] ^. By sequestering regulatory miRNAs, *TUG1* can enhance a wide array of biological processes in HCC, including cell proliferation, migration, invasion, metabolic activity, and immune suppression, thus promoting the progression of HCC ^[ 12] ^. However, our understanding of the mechanistic function of *TUG1* in HCC remains incomplete. In this work, we performed a transcriptomic analysis of *TUG1*-depleted HCC cells and combined it with clinical data to elucidate the novel mechanism of oncogenic *TUG1* in HCC.

## Materials and methods

### Cell culture

HepG2 and SNU-449 cell lines were obtained from the American Type Culture Collection (Cat. #HB-8065 and CRL-2234, respectively; ATCC, Manassas, VA, USA). The JHH-4 cell line was obtained from the Japanese Collection of Research Bioresources (JCRB) Cell Bank (Cat. #JCRB0435, Osaka, Japan). HepG2 cells were maintained in low-glucose Dulbecco's Modified Eagle Medium (DMEM; Gibco, Detroit, MI, USA), supplemented with 10% fetal bovine serum (Cat. #SV3016003, Cytiva, Marlborough, MA, USA) and 1× antibiotic-antimycotic (Cat. #1TFS-1CC-15240062, Gibco), in a humidified atmosphere of 5% CO _2_ at 37 ℃. The culture medium and conditions for JHH-4 and SNU-449 cells were similar to those of HepG2, except replacing Eagle's minimal essential medium (EMEM; Cat. #1TFS-1CC-11095080, Gibco) for JHH-4 and Roswell Park Memorial Institute medium (RPMI; Cat. #1TFS-1CC-11875093, Gibco) for SNU-449 as the basal medium.

### Genetic perturbation of HCC cells

To inhibit the expression of *TUG1*, we used a lentivirus-mediated short hairpin (shRNA) vector that allowed temporal expression of shRNA upon doxycycline (DOX) treatment ^[ 13] ^. Two shRNAs targeting *TUG1* transcripts were designed using the GPP Web Portal (Broad Institute, Cambridge, MA, USA). Annealed oligonucleotides of *TUG1*-specific and control shRNAs were cloned into a lentiviral vector, Tet-pLKO-Puro (AddGene Plasmid #21915), and validated for successful insertion by Sanger sequencing. Lentivirus was produced in HEK293FT cells (Cat. #R70007, Thermo Fisher Scientific, Carlsbad, CA, USA) and used to establish DOX-inducible shRNA-control (sh-Con) or shRNA- *TUG1* (sh- *TUG1*) cell lines as previously described ^[ 13] ^. Most of the experiments used sh1- *TUG1* HCC lines, which demonstrated more than 50% *TUG1* knockdown efficiency after days of DOX treatment. To suppress the expression of microRNA-122-5p (miR-122-5p), control and miR-122-5p-specific antagomiRs were designed and cloned into Tet-pLKO-Puro and used to establish transgenic HCC cell lines with DOX-inducible expression of antagomiRs. All primers and sequences used for the shRNA and antagomiR cloning are shown in ***Supplementary Table 1*** (available online).

### Analysis of mRNA and miRNA expression

RNA extraction, reverse transcription, and real-time reverse transcription-PCR (qRT-PCR) analysis of mRNA and miRNA were performed as previously described ^[ 13] ^. Briefly, mRNA and miRNA were extracted from HCC cells using the GenUP Total RNA Kit and GenUP Micro RNA Kit, respectively, according to the manufacturer's protocols (Cat. #BR0700903 and BR0701903, respectively; Biotechrabbit, Berlin, Germany). A total of 500 ng of RNA per 10 μL reaction was reverse-transcribed into cDNA using iScript Reverse Transcription Supermix (Cat. #1708840, Bio-Rad, Hercules, CA, USA). qRT-PCR analysis was performed using a QuantStudio 5 Real-Time PCR System (Thermo Fisher Scientific) using 4× CAPITAL qPCR Probe Master Mix (Cat. #BR0501402, Biotechrabbit). The 2 ^−ΔΔCt^ method was used to analyze gene expression levels and normalize them to *RPL19* and *U6* for mRNA and miRNA, respectively. GAPDH primers were provided in the RevertAid First Strand cDNA Synthesis Kit (Cat. #K1622, Thermo Fisher Scientific). All primers used for qRT-PCR are shown in ***Supplementary Table 1***.

### RNA-sequencing (RNA-seq) analysis and gene set enrichment analysis (GSEA)

Total RNA was obtained from control and *TUG1* knockdown HepG2 cells for RNA-seq. Sequencing was conducted in three technical replicates. Transcriptomic analysis was performed by Biomarker Technologies (BMKGENE, Hong Kong, China). In brief, the purity and integrity of RNA samples were examined using the Agilent Bioanalyzer 2100 system (Agilent, Santa Clara, CA, USA). Sequencing libraries were prepared using the NEBNext Ultra RNA Library Prep Kit for Illumina (New England Biolabs, Ipswich, MA, USA). Sequencing was performed on the NovaSeq X platform (Illumina, San Diego, CA, USA). Differentially expressed genes (DEGs) between the control and *TUG1*-knockdown cells were identified using the criteria of |fold change (FC)| > 1.5 and *P* < 0.05 (adjusted for false discovery rate using the Benjamini–Hochberg method). To further investigate expression profiles upon *TUG1* depletion, ranked gene list analysis was performed using the GSEA software version 4.3.2. For this analysis, three gene set databases were used, including Hallmark (h.all.v2023.2), WikiPathways (c2.cp.wikipathways.v2023.2), and Kyoto Encyclopedia of Genes and Genomes (KEGG) MEDICUS (c2.cp.kegg_medicus.v2023.2). Gene sets with an FDR *q*-value < 0.05 were considered significantly upregulated and downregulated. The RNA-seq data sets generated in the current study are available in the National Center for Biotechnology Information Gene Expression Omnibus repository under the accession code GSE273253.

### Bioinformatic analysis of clinical data and RNA interaction

Gene and miRNA expression levels of HCC patients were derived from TCGA using the TCGAbiolinks package. In brief, gene expression data were queried with the following parameters: project = TCGA-LIHC, data.category = Transcriptome Profiling, and data.type = Gene Expression Quantification. For miRNA expression, parameters used were project = TCGA-LIHC, experimental.strategy = miRNA-Seq, data.category = Transcriptome Profiling, data.type = Isoform Expression Quantification. For the survival analysis, the expression profiles of HCC patients were derived from the OncoLnc database in the LIHC dataset, queried by gene ID or miRNA accession (MIMAT0000421: miR-122-5p). Correlation analysis was performed using GraphPad Prism software version 10.3.0 (GraphPad) and derived from the GEPIA and starBase v2.0. To identify novel *TUG1*-targeting miRNAs, the multiMiR package with predicted datasets was employed on a list of *TUG1*-associated glycolysis genes. To identify the microRNA response elements (MREs) of miR-122-5p, the RNA22 v2 microRNA prediction tool was used to obtain the putative binding sites of *TUG1*.

### Proliferation and glycolysis-related assays

Cell proliferation was assessed by the MTT assay, which measures metabolic activity to quantify the number of living cells. Briefly, approximately 5 × 10 ^4^ cells/well were seeded in a 96-well plate and grown for four days. Each day, cells were treated with the MTT labeling reagent (0.5 mg/mL; Cat. #M6494, Invitrogen, Carlsbad, CA, USA) for 2 h. After the end of incubation, the purple formazan crystals were solubilized in DMSO, and the absorbance was measured using the BioTek Synergy HTX microplate reader (BioSPX, Abcoude, Belgium) at 570 nm.

Glucose uptake into HCC cells was measured by the Glucose Uptake-Glo Assay (Cat. #J1341, Promega, Madison, WI, USA). Briefly, approximately 2 × 10 ^5^ cells/well were seeded in a 96-well plate and treated with 1 mmol/L of 2-deoxyglucose in PBS for 10 min. Cells were then lysed to stop all cellular activities, and the uptake of 2-deoxyglucose was measured by a luminescent signal in a detection reagent buffer containing glucose-6-phosphate dehydrogenase (G6PDH), nicotinamide adenine dinucleotide phosphate (NADP ^+^), reductase, proluciferin substrate, and luciferase catalysis.

Levels of adenosine triphosphate (ATP) production were measured by the CellTiter-Glo 2.0 Cell Viability Assay (Cat. #G9241, Promega). Briefly, approximately 2 × 10 ^5^ cells/well were seeded in a 96-well plate and lysed to release ATP, which generates a luminescent signal proportional to the amount of ATP present *via* catalysis of luciferase.

Lactate production was assessed by the Lactate-Glo Assay (Cat. #J5021, Promega). Briefly, approximately 2 × 10 ^5^ cells/well were seeded in a 96-well plate in a basal medium containing 10% dialyzed fetal bovine serum for 2 h. The culture medium was then harvested and quantified for the amount of lactate by a luminescent signal in a lactate reaction reagent containing lactate dehydrogenase, nicotinamide adenine dinucleotide (NAD ^+^), reductase, proluciferin substrate, and luciferase.

### Dual luciferase reporter assays

Wild-type and mutant sequences of *TUG1* MREs and the 3ʹ untranslated regions (3ʹ UTRs) of *PKM* and *ALDOA* transcripts were cloned into the SacⅠ/XhoⅠ-cut pmirGLO plasmid (Cat. #E1330, Promega). The miR-122-5p sequence was cloned into the BamHⅠ/HindⅢ-cut pSilencer plasmid (Cat. #AM7210, Thermo Fisher Scientific). The primers used for cloning are listed in ***Supplemental Table 1***. The interaction between miR-122-5p and its predicted binding sites (MREs and 3ʹ UTRs) was tested using the Dual-Luciferase Reporter Assay System (Cat. #1910, Promega) according to the manufacturer's instructions. Briefly, approximately 2 × 10 ^5^ HEK293FT cells/well were seeded in a 96-well plate, and 300 ng of insert-containing pmirGLO and pSilencer plasmids were transfected into the cells using the standard calcium phosphate transfection protocol. After 24 h of transfection, the cells were lysed, sequentially incubated with firefly and Renilla luciferase substrates, and measured for luminescence using the BioTek Synergy HTX microplate reader. Firefly luciferase levels were normalized to *Renilla* luciferase levels to demonstrate miRNA binding efficiency.

### Western blotting analysis

Proteins from HCC cells were prepared in radioimmunoprecipitation (RIPA) lysis buffer containing the complete protease inhibitor cocktail (Cat. #04693132001, Roche, Basel, Switzerland), separated by 12% SDS-PAGE, and transferred to a nitrocellulose membrane using a Trans-Blot SD Semi-Dry Transfer Cell (Bio-Rad). Membranes were then incubated in the BlockPRO 1 Min Protein-Free Blocking Buffer (Cat. #BM01-500, Visual Protein, Taipei, Taiwan, China), and probed overnight with the following primary antibodies: PKM (1∶2000; Cat. #A0268, ABclonal, Woburn, MA, USA), ALDOA (1∶2000; Cat. #A1142, ABclonal), and β-actin (1∶2000; Cat. #sc-47778, Santa Cruz Biotechnology, Dallas, TX, USA). HRP-conjugated goat anti-mouse IgG and goat anti-rabbit IgG (1∶5000, Cat. #7076 and Cat. #7074, respectively; Cell Signaling Technology, Danvers, MA, USA) were used as secondary antibodies. Blots were imaged using a UVP ChemStudio instrument (Analytik Jena, Beverly, MA, USA). The quantification of protein levels was normalized to β-actin. Uncropped blots are shown in ***Supplementary Fig. 1*** (available online).

### Statistical analysis

Data were expressed as mean ± standard deviation and statistically analyzed using GraphPad Prism software version 10.3.0. The differences between groups were compared using an unpaired Student's *t-*test or one-way ANOVA. Three or more technical replicates from at least two independent experiments were used for the determination of significant differences for each HCC cell line. Results were validated in three independent HCC cell lines for functional experiments. *P* < 0.05 was considered statistically significant.

## Results

### Transcriptomic analysis of *TUG1*-depleted HCC cells

Although *TUG1* is a well-known oncogenic lncRNA, its influence on the global transcriptome remains unknown. To explore the biological roles of *TUG1* in HCC, we performed a transcriptomic analysis of HCC cells after *TUG1* depletion. We silenced *TUG1* expression with two independent shRNAs and established two stable *TUG1* knockdown lines in HepG2 cells (sh1- *TUG1* and sh2- *TUG1*), along with control cells (sh-Con). The two shRNAs targeting *TUG1* exhibited comparable knockdown efficiency ( ***Fig. 1A***). We obtained libraries of isolated mRNAs from control and *TUG1*-knockdown HepG2 cells and performed RNA-seq for transcriptomic analysis to reveal the biological processes influenced by *TUG1*. 

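HepG2 is an established human liver cancer cell line. RNA-seq libraries were made from sh-Con, sh1-*TUG1* and sh2-*TUG1* cells, with 3 replicates in each group. The paper describes these as technical replicates. For each knockdown line the authors deposited a table with 1 row per gene, which holds the number of reads counted in each of the 6 libraries, FPKM values, and the log2(fold change) and false discovery rate of their own comparison. The counts were not normalized, and all tests here started from them. The control libraries held 33054291, 33616664 and 36958812 counts over the genes of the sh1-*TUG1* table. The sh1-*TUG1* libraries held 33476844, 35552773 and 36862668 counts, and the sh2-*TUG1* libraries 33304260, 34292024 and 39393293 counts. The sh1-*TUG1* table lists 13017 genes and the sh2-*TUG1* table 12953 genes, of which 12854 are in both. For these shared genes the control counts are identical in both tables, so both comparisons rest on the same 3 control libraries. Replicates of a group differed from each other with an SD of the log2 ratio of 0.165 to 0.220 over the 10772 genes with at least 100 counts in every library, whereas read sampling alone gives 0.0732 to 0.0800. Each knockdown line was compared with the control in a fit of its own 6 libraries, using edgeR's TMM normalization and quasi-likelihood test with Benjamini–Hochberg adjustment. The DEG criteria were those of the paper, a fold change over 1.5 and an adjusted p under 0.05. The paper's text does not name the aligner, the genome build or the software behind its DEGs. The FPKM values imply gene lengths within 1% of the whole genomic span of the gene in GENCODE 29 (GRCh38) for 99.9% of the genes with an Ensembl identifier, introns included, so FPKM was not used for comparisons between genes. The targeted transcript, *TUG1*, was not analysed here, so the group labels were not checked against it.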

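Over the 13017 genes tested in sh1-*TUG1* cells, 318 were higher and 328 lower than in sh-Con cells at a fold change over 1.5 and an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment). Over the 12953 genes tested in sh2-*TUG1* cells, 564 were higher and 1162 lower by the same test. Lower genes made up 50.8% of the DEGs in sh1-*TUG1* and 67.3% in sh2-*TUG1*. Without the limit on the fold change, 1633 genes were higher and 1599 lower in sh1-*TUG1*, and 2803 were higher and 2835 lower in sh2-*TUG1*. The counts moved most when the fold change itself was tested against 1.5 with edgeR's glmTreat, which left 45 higher and 69 lower genes in sh1-*TUG1*, and 201 higher and 399 lower genes in sh2-*TUG1*. Part of the DEGs were loci that carry a number in place of an Ensembl identifier, 100 in sh1-*TUG1* and 229 in sh2-*TUG1*. *SLC16A6*, on chromosome 17 of GRCh38 from 68267026 to 68291267, was among the genes with the largest fall in both lines. Its count, scaled to the TMM-normalized library total and given as CPM, was 24.9 ± 0.718 CPM (SD, n = 3) in sh-Con and 5.79 ± 0.391 CPM in sh1-*TUG1*, and in the fit of sh2-*TUG1*, which is scaled separately, 24.4 ± 0.707 CPM in sh-Con and 6.02 ± 0.759 CPM in sh2-*TUG1*. The log2(fold change) was −2.10 in sh1-*TUG1* (standard error 0.087, adjusted p = 5.50e-07 from the same edgeR test) and −2.01 in sh2-*TUG1* (standard error 0.10, adjusted p = 1.21e-06). Its locus overlaps *ARSG* on the other strand, which had −0.77 and −1.20. *CPLX2* on chromosome 5 fell from 119 ± 7.17 to 29.1 ± 9.55 CPM in sh1-*TUG1* and from 116 ± 6.93 to 29.0 ± 10.6 CPM in sh2-*TUG1* (SD, n = 3), *AC096582.3* on chromosome 7 with log2(fold change) values of −1.78 and −1.82, and *BSCL2* on chromosome 11 with −1.99 and −1.89. *BSCL2* is uncertain, since its reads could be divided with the overlapping *HNRNPUL2-BSCL2* on the same strand, whose log2(fold change) was 1.29 in both lines (adjusted p = 0.324 and 0.274 from the same edgeR test). Among the higher genes, *SLC6A12* on chromosome 12 rose with log2(fold change) values of 1.99 in sh1-*TUG1* and 3.34 in sh2-*TUG1*, *RAMP1* on chromosome 2 with 2.08 and 3.27, and the locus NewGene_10464 with 2.44 and 3.51. *CDRT4* on chromosome 17 rose with 4.97 and 3.25, from 12, 8 and 16 counts in the control libraries, and it is uncertain because it overlaps *TVP23C-CDRT4* on the same strand, which had −0.87 and 0.33. *PZP* on chromosome 12 had 24, 0 and 0 counts in the control libraries and 81 to 323 counts in the knockdown libraries. Its rise had an adjusted p of 0.0112 in sh1-*TUG1* and 0.0019 in sh2-*TUG1* from the same edgeR test, but of 0.223 and 0.072 from DESeq2.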

In sh1- *TUG1* HepG2 cells, we observed upregulation of 321 DEGs and downregulation of 328 DEGs, while in sh2- *TUG1* HepG2 cells, we observed upregulation of 565 DEGs and downregulation of 1167 DEGs, compared with the control ( ***Fig. 1B*** and ***Supplementary File 1*** [available online]). We performed KEGG and GO analyses of downregulated DEGs, and the results showed that *TUG1* depletion significantly affected the glycolysis/gluconeogenesis pathway in both knockdown cell lines ( ***Fig. 1C*** and ***Supplementary Fig. 2*** [available online]). 

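The KEGG and GO term lists were not used here, and a hand-written list of 31 genes for the enzymes of glycolysis took their place. In sh1-*TUG1* cells, 20 genes of the list were tested, and 5 of them (*ALDOA*, *ALDOC*, *ENO2*, *HK2* and *LDHA*) were among the 328 lower DEGs, where 0.504 were expected by chance. The one-sided Fisher's exact test gave p = 0.000112, and p = 0.000149 after Benjamini–Hochberg adjustment over the 4 tests of the list, with all 13017 genes tested as the background. In sh2-*TUG1* cells, 21 genes of the list were tested and 12 were among the 1162 lower DEGs, with 1.88 expected (p = 3.51e-08, adjusted p = 7.03e-08 from the same exact test). These were *ALDOC*, *ENO2*, *GAPDH*, *GAPDHS*, *GPI*, *HK2*, *LDHA*, *PFKL*, *PFKM*, *PGK1*, *PKLR* and *TPI1*. Among 10000 random lists matched on mean expression, the mean number of lower DEGs was 0.616 in sh1-*TUG1* and 1.63 in sh2-*TUG1*. The permutation p from these lists, which counts the observed list among them, was 2e-04 and 1e-04, the latter being the smallest value that this number of lists can give. For the 14 genes named in the paper that were tested, 4 were lower DEGs in sh1-*TUG1* and 9 in sh2-*TUG1*, but the paper chose them from these libraries.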

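For a ranked-list analysis, the genes of each table were ordered by the signal-to-noise ratio of their log2 CPM between knockdown and sh-Con cells, the ranking metric that the paper's plots give. The list of glycolytic enzyme genes had a normalized enrichment score (NES) of −2.19 in sh1-*TUG1* (p = 2.21e-06 from the gene permutations of fgsea, 20 genes) and of −2.25 in sh2-*TUG1* (p = 6.33e-07, 21 genes). Ranking by the signed square root of edgeR's F statistic moved the score of sh1-*TUG1* most, to −2.47, and gave −2.42 in sh2-*TUG1*. With 1 library left out at a time, the NES ranged from −2.27 to −2.03 in sh1-*TUG1* and from −2.39 to −1.76 in sh2-*TUG1*. The score of sh2-*TUG1* moved most, to −1.76, when its replicate 3 was left out. Because fgsea permutes genes and not libraries, these p-values treat genes as independent, and with 3 libraries against 3 a permutation of the libraries cannot give a p below 0.1. A list of 35 hypoxia-response genes that encode no glycolytic enzyme had an NES of −2.57 in sh1-*TUG1* and −2.71 in sh2-*TUG1*.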

We employed GSEA to further determine the role of *TUG1* in this biological pathway, and the results showed that glycolysis was among the top-enriched gene sets following *TUG1* knockdown ( ***Fig. 1D*** and ***Supplementary Table 2*** [available online]). In *TUG1*-knockdown HepG2 cells, various glycolysis-related genes were notably downregulated, including aldolase ( *e.g.*, *ALDOA* and *ALDOC*), enolase ( *e.g.*, *ENO1* and *ENO2*), phosphoglycerate mutase ( *e.g.*, *PGAM1* and *PGAM4*), phosphofructokinase ( *e.g.*, *PFKL*, *PFKM*, and *PFKP*), and pyruvate kinase ( *e.g.*, *PKLR* and *PKM*) ( ***Fig. 1E***). 

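Of the 15 glycolysis-related genes that the paper shows, 14 were tested, and *PGAM4* was not analysed here. All 3 knockdown libraries were below all 3 control libraries for 12 of the 14 genes in sh1-*TUG1* and for 13 in sh2-*TUG1*. By chance 10% of genes separate, below and above taken together, so the rate for below alone is smaller. In sh1-*TUG1*, 11 of the 14 genes were lower at an adjusted p under 0.05 over all genes tested (edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment), and 11 were so when adjusted over the list alone. In sh2-*TUG1* both counts were 13. The paper chose the list on these samples, so neither the separations nor these counts are independent evidence. *ALDOA*, on chromosome 16 of GRCh38 from 30064164 to 30070457, had 2189 ± 95.6 CPM (SD, n = 3) in sh-Con and 1451 ± 11.4 CPM in sh1-*TUG1*. Its log2(fold change) was −0.59 in sh1-*TUG1* (standard error 0.040, adjusted p = 1.18e-05 from the edgeR test) and −0.56 in sh2-*TUG1* (standard error 0.045, adjusted p = 1.53e-05). *PKM*, on chromosome 15 from 72199029 to 72231822, had 992.5 ± 27.2 CPM in sh-Con and 759.1 ± 32.4 CPM in sh1-*TUG1*. Its log2(fold change) was −0.39 in sh1-*TUG1* (standard error 0.044, adjusted p = 0.000243 from the same test) and −0.27 in sh2-*TUG1* (standard error 0.041, adjusted p = 0.000693). The falls of *ALDOC* were −0.93 and −1.36, of *ENO2* −0.71 and −0.94, of *ENO1* −0.57 and −0.55, of *LDHA* −0.76 and −0.80, and of *PGAM1* −0.35 and −0.57, in log2(fold change) in sh1-*TUG1* and sh2-*TUG1*. *GAPDH* fell by 0.45 and 0.71 on the same scale, *PGK1* by 0.55 and 0.88, and *GPI* by 0.40 and 0.62. The adjusted p of these 8 genes was at most 0.00174 in either line. 4 genes passed the adjusted p in 1 line only. *PFKL* had −0.10 in sh1-*TUG1* (adjusted p = 0.133 from the same edgeR test) and −0.69 in sh2-*TUG1* (adjusted p = 9.53e-06). *PFKM* had −0.20 in sh1-*TUG1* (adjusted p = 0.376) and −0.90 in sh2-*TUG1* (adjusted p = 0.00831). *PKLR* had 0.26 in sh1-*TUG1* (adjusted p = 0.373) and −1.09 in sh2-*TUG1* (adjusted p = 0.00364). *PFKP* had −0.55 in sh1-*TUG1* (adjusted p = 0.0114) and −0.089 in sh2-*TUG1* (adjusted p = 0.689), where leaving out replicate 2 of sh2-*TUG1* turned the sign to 0.019. The differences of these 4 genes between the lines, tested in a fit of all 9 libraries, had an adjusted p of at most 0.0328 (edgeR's quasi-likelihood test). *PFKM* and *PKLR* had 5.50 and 4.79 CPM in sh-Con. The median log2(fold change) of the 14 genes was −0.50 in sh1-*TUG1* and −0.70 in sh2-*TUG1*. *ALDOA*, *ALDOC*, *ENO2*, *GPI* and *PGK1* overlap another protein-coding gene on the same strand, and *PGAM1* has the near-identical copy *PGAM4*, which lies inside *PGK1* on the other strand, so reads could be divided between these genes in the authors' counting. *AC093512.2*, which overlaps *ALDOA*, had log2(fold change) values of −0.98 and −0.78. *PKLR* and *PFKM* overlap *HCN3* and *SENP1* on the other strand, and the use of strand in the counting is not stated.

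**Figure D1:**
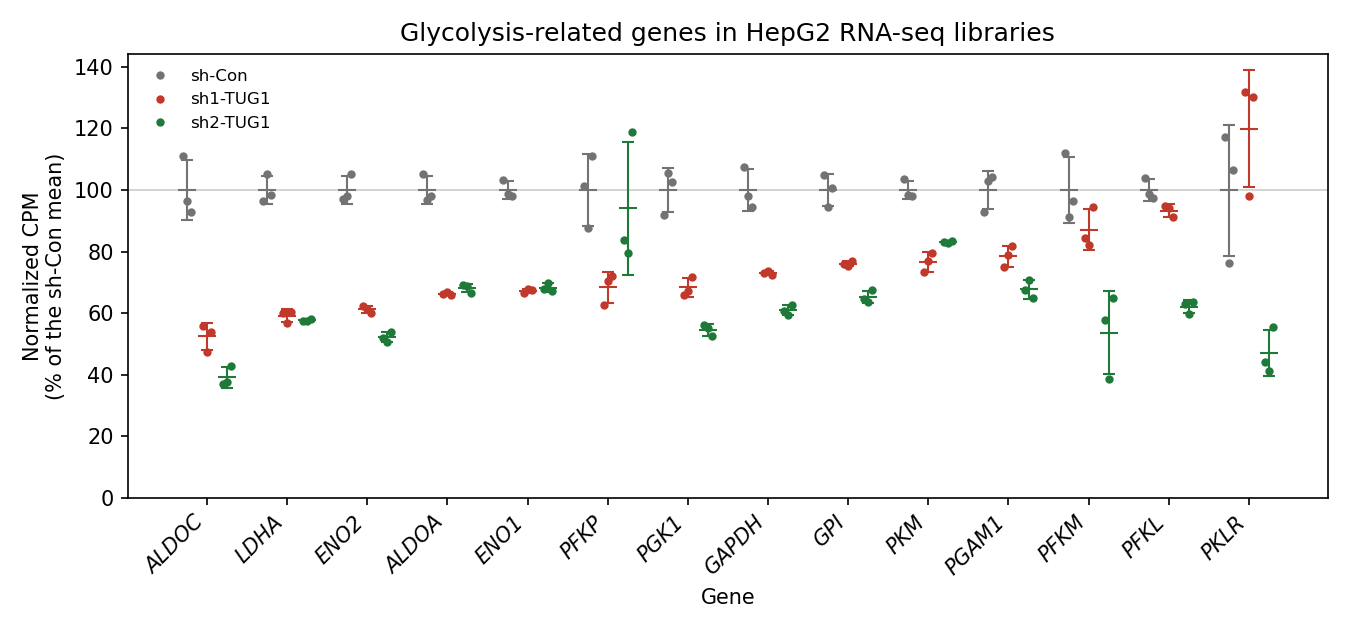
Normalized CPM of the 14 glycolysis-related genes in each of the 9 libraries, as a percent of the sh-Con mean of that gene (TMM normalization over all 9 libraries). Points are libraries, horizontal marks are means and error bars are SD (n = 3); *ALDOC* stands at 52.4% in sh1-*TUG1* and 39.1% in sh2-*TUG1*, while *PFKP* in sh2-*TUG1* spans 79.7% to 118.7% and *PKLR* in sh1-*TUG1* 97.9% to 131.8%.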

We further validated the downregulation of these glycolysis-related genes using qRT-PCR in three different HCC cell lines with *TUG1* knockdown ( ***Fig. 1F***). Together, these results suggest that *TUG1* positively regulates the expression of multiple genes in the glycolysis pathway in HCC cells.

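Over the list of glycolytic enzyme genes as a whole, the median log2(fold change) was −0.42 in sh1-*TUG1*, with 18 of 20 genes lower, and −0.62 in sh2-*TUG1*, with 19 of 21 genes lower. The lowest value was that of *HK2*, with −1.09 in sh1-*TUG1* and −1.38 in sh2-*TUG1*. The medians of 10000 random lists of the same size matched on mean expression lay between −0.12 and 0.088 in sh1-*TUG1* and between −0.14 and 0.16 in sh2-*TUG1* for 95% of the lists, and none was as low as that of the glycolysis list. The camera test of limma with a preset correlation of 0.01 gave p = 3.38e-09 in sh1-*TUG1* and p = 1.16e-07 in sh2-*TUG1*, which became 9.02e-09 and 2.32e-07 after Benjamini–Hochberg adjustment over 8 tests of gene lists. Both calls held with an estimated correlation (p = 0.00634 and 0.00463) and with the fry test (p = 2.19e-05 and 2.42e-06). Within the list, 13 genes in sh1-*TUG1* and 16 in sh2-*TUG1* were lower at an adjusted p under 0.05, both over all genes and adjusted over the list alone. From the enrichment of glycolysis among the lower DEGs, the GSEA and the lower expression of single genes by RNA-seq and qRT-PCR, the paper proposes that *TUG1* positively regulates multiple genes of the glycolysis pathway.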

**Figure 1:**
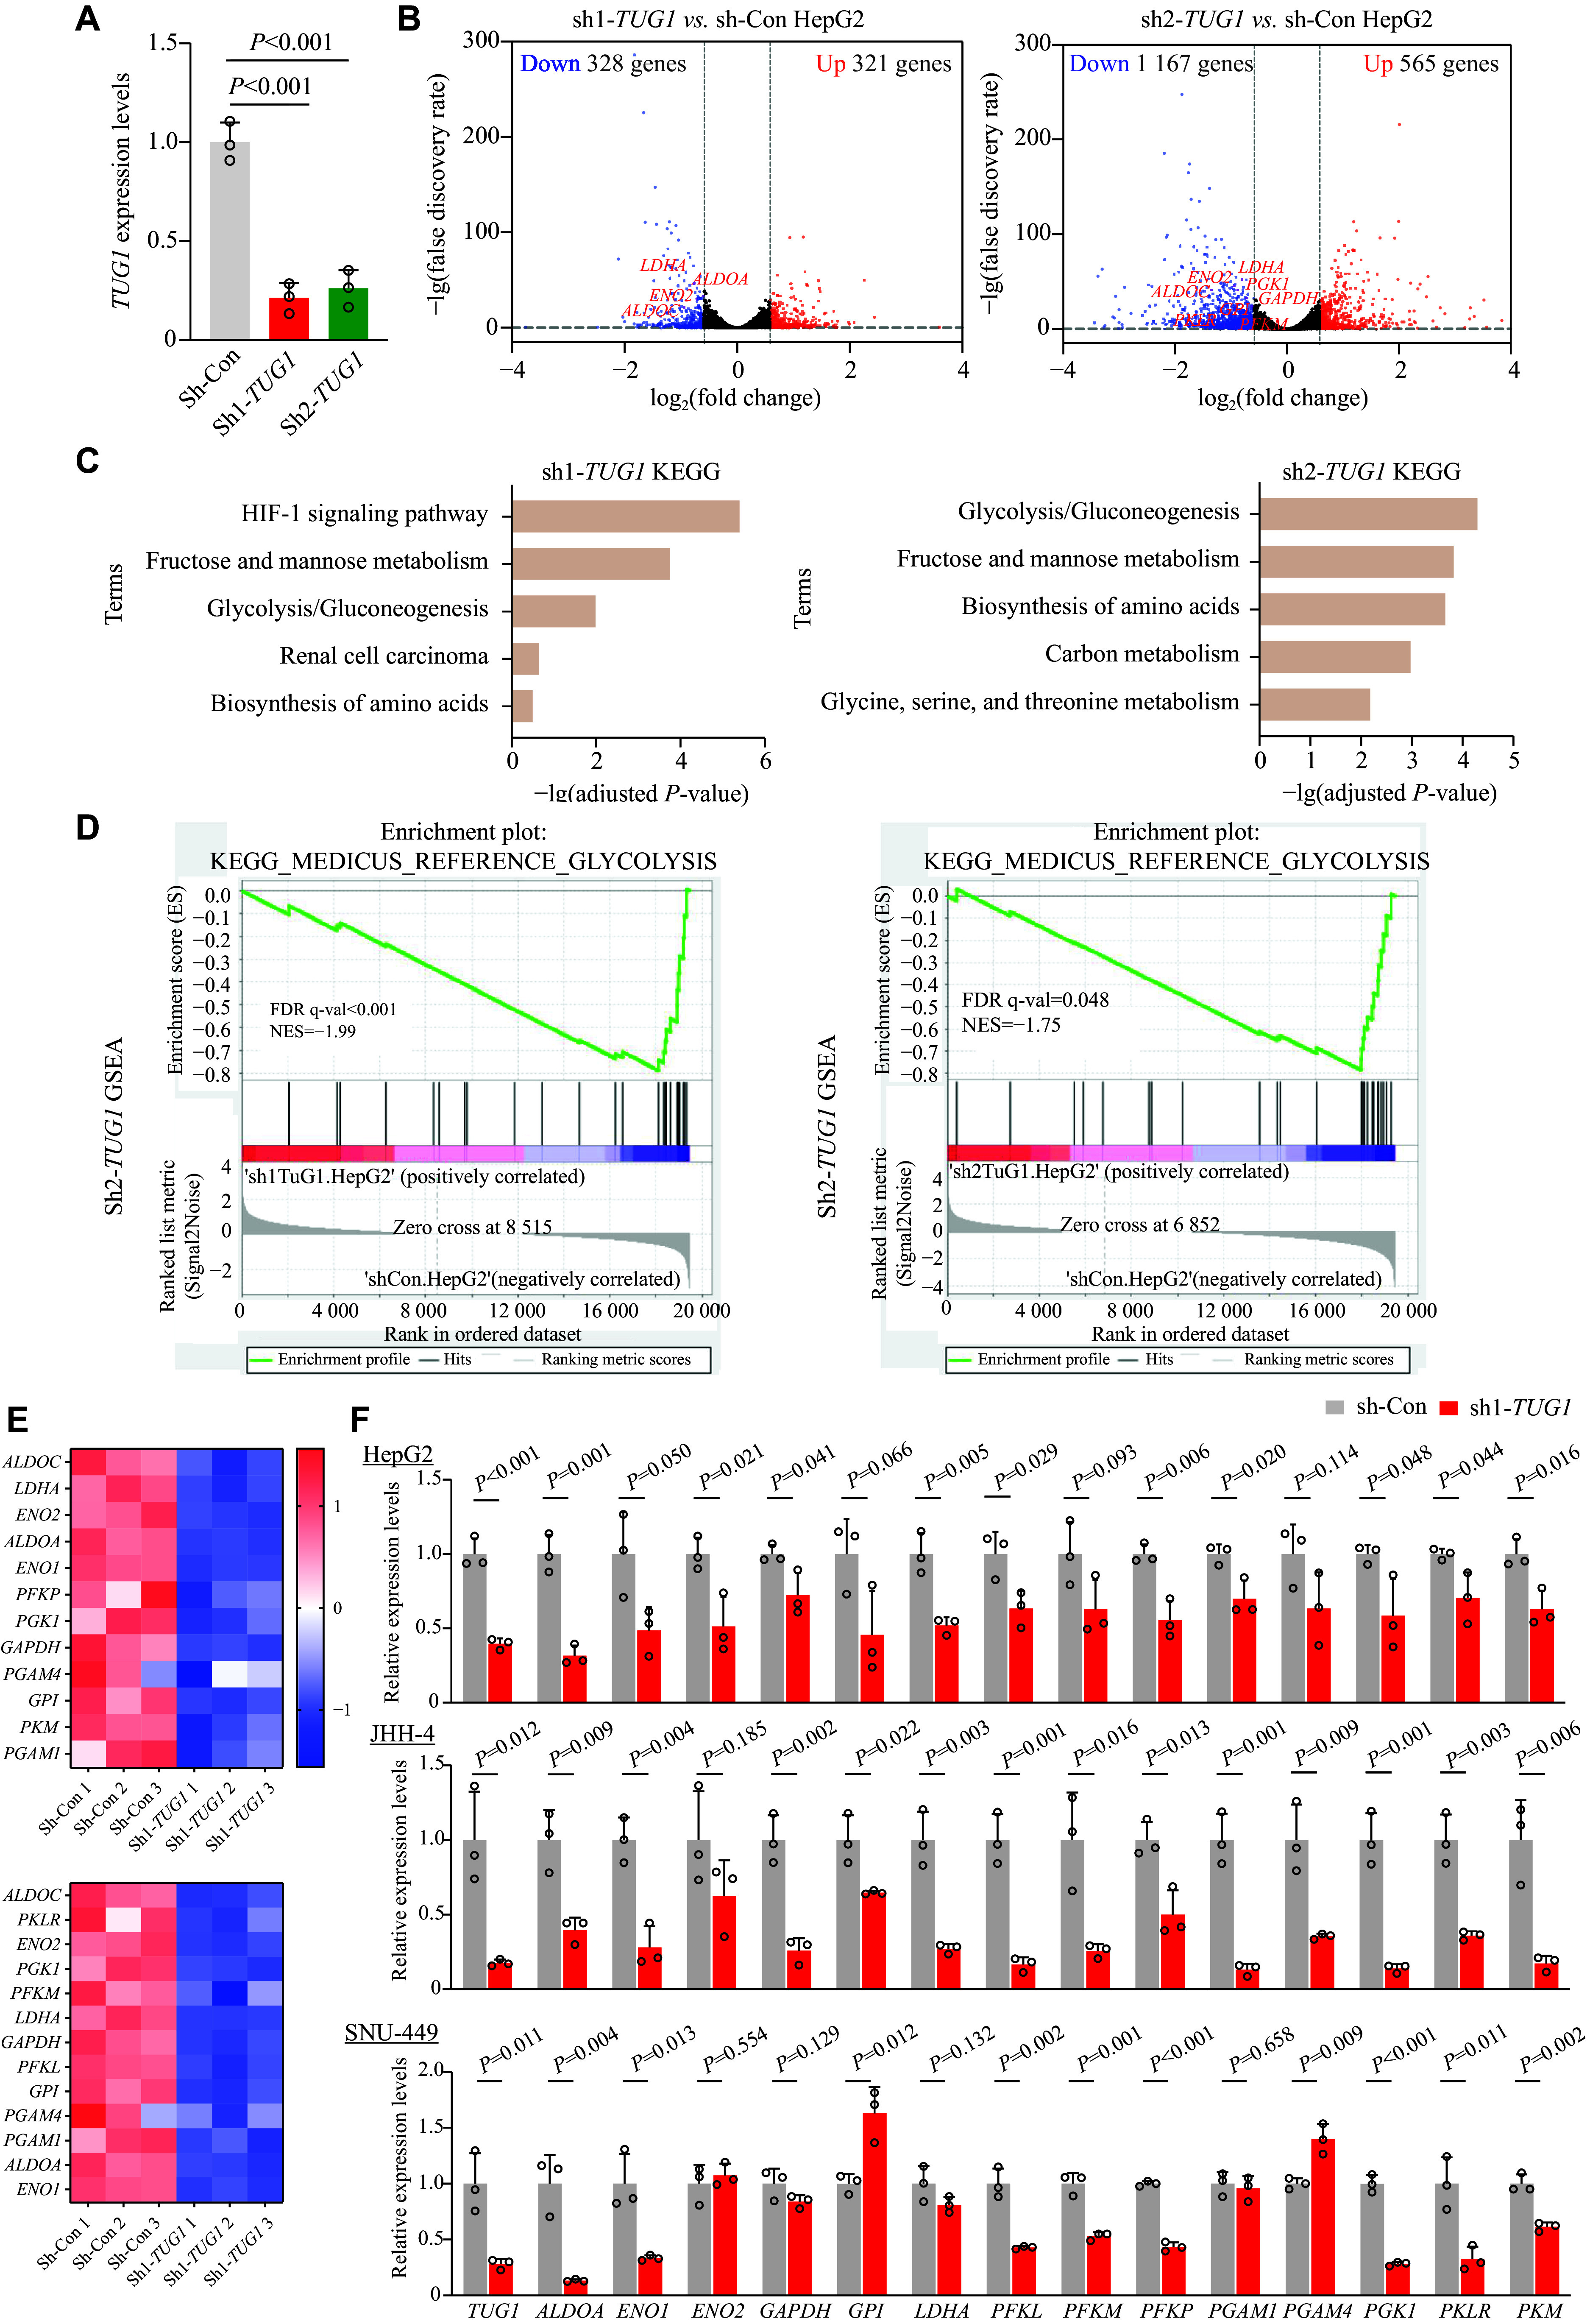
Transcriptomic analysis of *TUG1*-knockdown HCC cells. A: *TUG1* expression upon shRNA-mediated depletion determined by real-time reverse transcription-PCR (qRT-PCR). B: Volcano plots depicting the log _2_(fold change [FC]) (x-axis) of gene expression in *TUG1*-knockdown (sh1- and sh2- *TUG1*) and control (sh-Con) HepG2 cells, as well as the statistical significance −lg(false discovery rate) (y-axis). Differentially expressed genes (DEGs) were identified using the criteria of |FC| > 1.5 and *P* < 0.05, where upregulated and downregulated DEGs are represented as red and blue dots, respectively, with highlights for DEGs in the glycolysis pathway. C: Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis of downregulated DEGs in *TUG1*-knockdown HepG2 cells. D: Gene Set Enrichment Analysis (GSEA)-based KEGG enrichment plots of representative gene sets from the glycolysis pathway. E: Expression levels of representative glycolysis-related genes in control and *TUG1*-knockdown HepG2 cells from RNA-seq analysis. F: Expression of representative glycolysis-related genes upon *TUG1* depletion with sh1- *TUG1*, compared with control, determined by qRT-PCR in three HCC cell lines (HepG2, JHH-4, and SNU-449). Data are presented as mean ± standard deviation and normalized to those of sh-Con HCC cells (set as 1.0). Three technical replicates were performed for each HCC line. Indicated *P*-values were determined by Student's *t*-test.

Our RNA-seq data revealed differences in downregulated DEGs between the sh1- *TUG1* and sh2- *TUG1* groups. 

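When all 9 libraries were fitted together over the 12854 genes present in both tables, 329 genes were higher and 1033 lower in sh2-*TUG1* than in sh1-*TUG1* at a fold change over 1.5 and an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment). The count of these genes, 1362, fell to 330 when the fold change itself was tested against 1.5. The log2(fold change) values of both lines against sh-Con had a Pearson correlation of 0.55 and a Spearman correlation of 0.45 across genes, which are not independent replicates, and 65.9% of the genes had the same sign. Because both lines share the control libraries, unchanged groups simulated against such controls already gave a mean Pearson correlation of 0.49, a mean Spearman correlation of 0.46 and the same sign for 66.7% of genes over 20 simulations. With separate control libraries for each line, a setting chosen after seeing the data, the Pearson correlation was 0.39, against a mean of −0.0016 in the simulations. The SD of the log2(fold change) over all genes was 0.33 in sh1-*TUG1* and 0.48 in sh2-*TUG1*. Among the DEGs of both lines, 18 genes went in opposite directions and 126 were higher in both.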

To further investigate these differences, we analyzed the overlapping downregulated DEGs. 

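Of the lower DEGs of sh1-*TUG1* cells, 229 were also lower DEGs of sh2-*TUG1* cells at a fold change over 1.5 and an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment, which is 69.8% of those of sh1-*TUG1*. If the lists were independent, 29.7 shared genes would be expected over the 12854 genes tested in both lines. In 20 simulations of unchanged groups with shared control libraries, 0 genes were lower by these criteria in both lines, with at most 5 DEGs in the simulated sh2-*TUG1* group. Lists as long as the observed ones, made of the simulated lower genes with the smallest p whether or not they met the criteria, shared 128 to 156 genes, against 210 genes for the data ranked in the same way, a comparison chosen after seeing the data. Of the 20 glycolytic enzyme genes tested in both lines, 4 were among the shared genes (*ALDOC*, *ENO2*, *HK2* and *LDHA*), with 0.356 expected. The one-sided Fisher's exact test gave p = 0.00038 for this list. The permutation p from random lists matched on mean expression, which counts the observed list among them, was 5e-04. The smallest number under the alternatives was 3 genes, with the list of genes that the paper shows (exact p = 0.00176).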

Using a stringent threshold of |FC| > 1.5 and *P* < 0.05, we identified 236 overlapping DEGs, but KEGG pathway enrichment analysis did not reveal significant downregulation of the glycolysis pathway ( ***Supplementary Fig. 3A*** and ***3B*** [available online]). However, when we relaxed the threshold to |FC| > 1.0 and *P* < 0.05, the overlap increased to 979 genes, and glycolysis emerged as a significantly downregulated pathway ( ***Supplementary Fig. 3C*** and ***3D*** [available online]). These results suggest that while individual genes may exhibit modest fold changes, the overall pathway-level effect of *TUG1* knockdown on glycolysis remains significant.

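With a fold change limit of 1.0, which leaves the adjusted p as the only criterion, 1599 genes were lower in sh1-*TUG1* and 2835 in sh2-*TUG1*, and 912 were lower in both, where independent lists would share 352.7 and the simulated unchanged groups shared 0. Equally long lists of the simulated lower genes with the smallest p, whether or not they met the criterion, had 815 to 885 genes in common, a comparison chosen after seeing the data. This overlap was 57.0% of the lower genes of sh1-*TUG1*. It ranged from 650 to 982 genes when 1 library was left out at a time. Of the 20 glycolytic enzyme genes tested in both lines, 12 were among the 912 genes, with 1.42 expected (one-sided Fisher's exact test, p = 1.12e-09, the smallest of the 4 tests of the list). Besides the genes shared at the limit of 1.5, these were *ALDOA*, *ENO1*, *GAPDH*, *GPI*, *PGAM1*, *PGK1*, *PKM* and *TPI1*. *TPI1* had a log2(fold change) of −0.45 in sh1-*TUG1* (standard error 0.046, adjusted p = 0.00014 from edgeR's quasi-likelihood test) and of −0.59 in sh2-*TUG1* (standard error 0.052, adjusted p = 2.62e-05).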

### *TUG1* knockdown impaired proliferation and glycolysis in HCC cells

Our RNA-seq analysis suggested glycolysis as a top-affected pathway after *TUG1* depletion. Various types of cancer, including HCC, exhibit the 'Warburg effect', a phenomenon characterized by enhanced glycolytic activity, which perpetuates disease progression by supplying essential building blocks to sustain cancer's rapid growth ^[ 14] ^. We performed MTT assays to evaluate proliferation after *TUG1* knockdown, and found that the suppression of *TUG1* inhibited cell proliferation in three independent HCC cell lines ( ***Fig. 2A***). According to our RNA-seq analysis, we hypothesized that impaired glycolysis could be responsible for the growth defect. We then examined glycolytic activity, in which glucose is the initial substrate of the process, and its inhibition slows down glucose uptake *via* glucose transporters ^[ 14] ^. Indeed, we observed impaired glucose transport rates in *TUG1*-knockdown HCC cells, which aligned with our hypothesis ( ***Fig. 2B***). Cancer cells utilize glucose to generate ATP *via* enhanced glycolysis, and we observed a significant reduction in ATP levels in *TUG1*-depleted HCC cells, further supporting the impairment of glycolysis ( ***Fig. 2C***). Different kinds of cancer cells often overproduce lactate, the final product of aerobic glycolysis ^[ 14] ^. In line with the glucose transport and ATP production results, we also observed a reduction in lactate production from HCC cells upon *TUG1* knockdown, likely because of impairments in glucose uptake and glycolysis ( ***Fig. 2D***). Together, these results suggest that *TUG1* plays a crucial role in modulating the glycolysis pathway in HCC cells.

**Figure 2:**
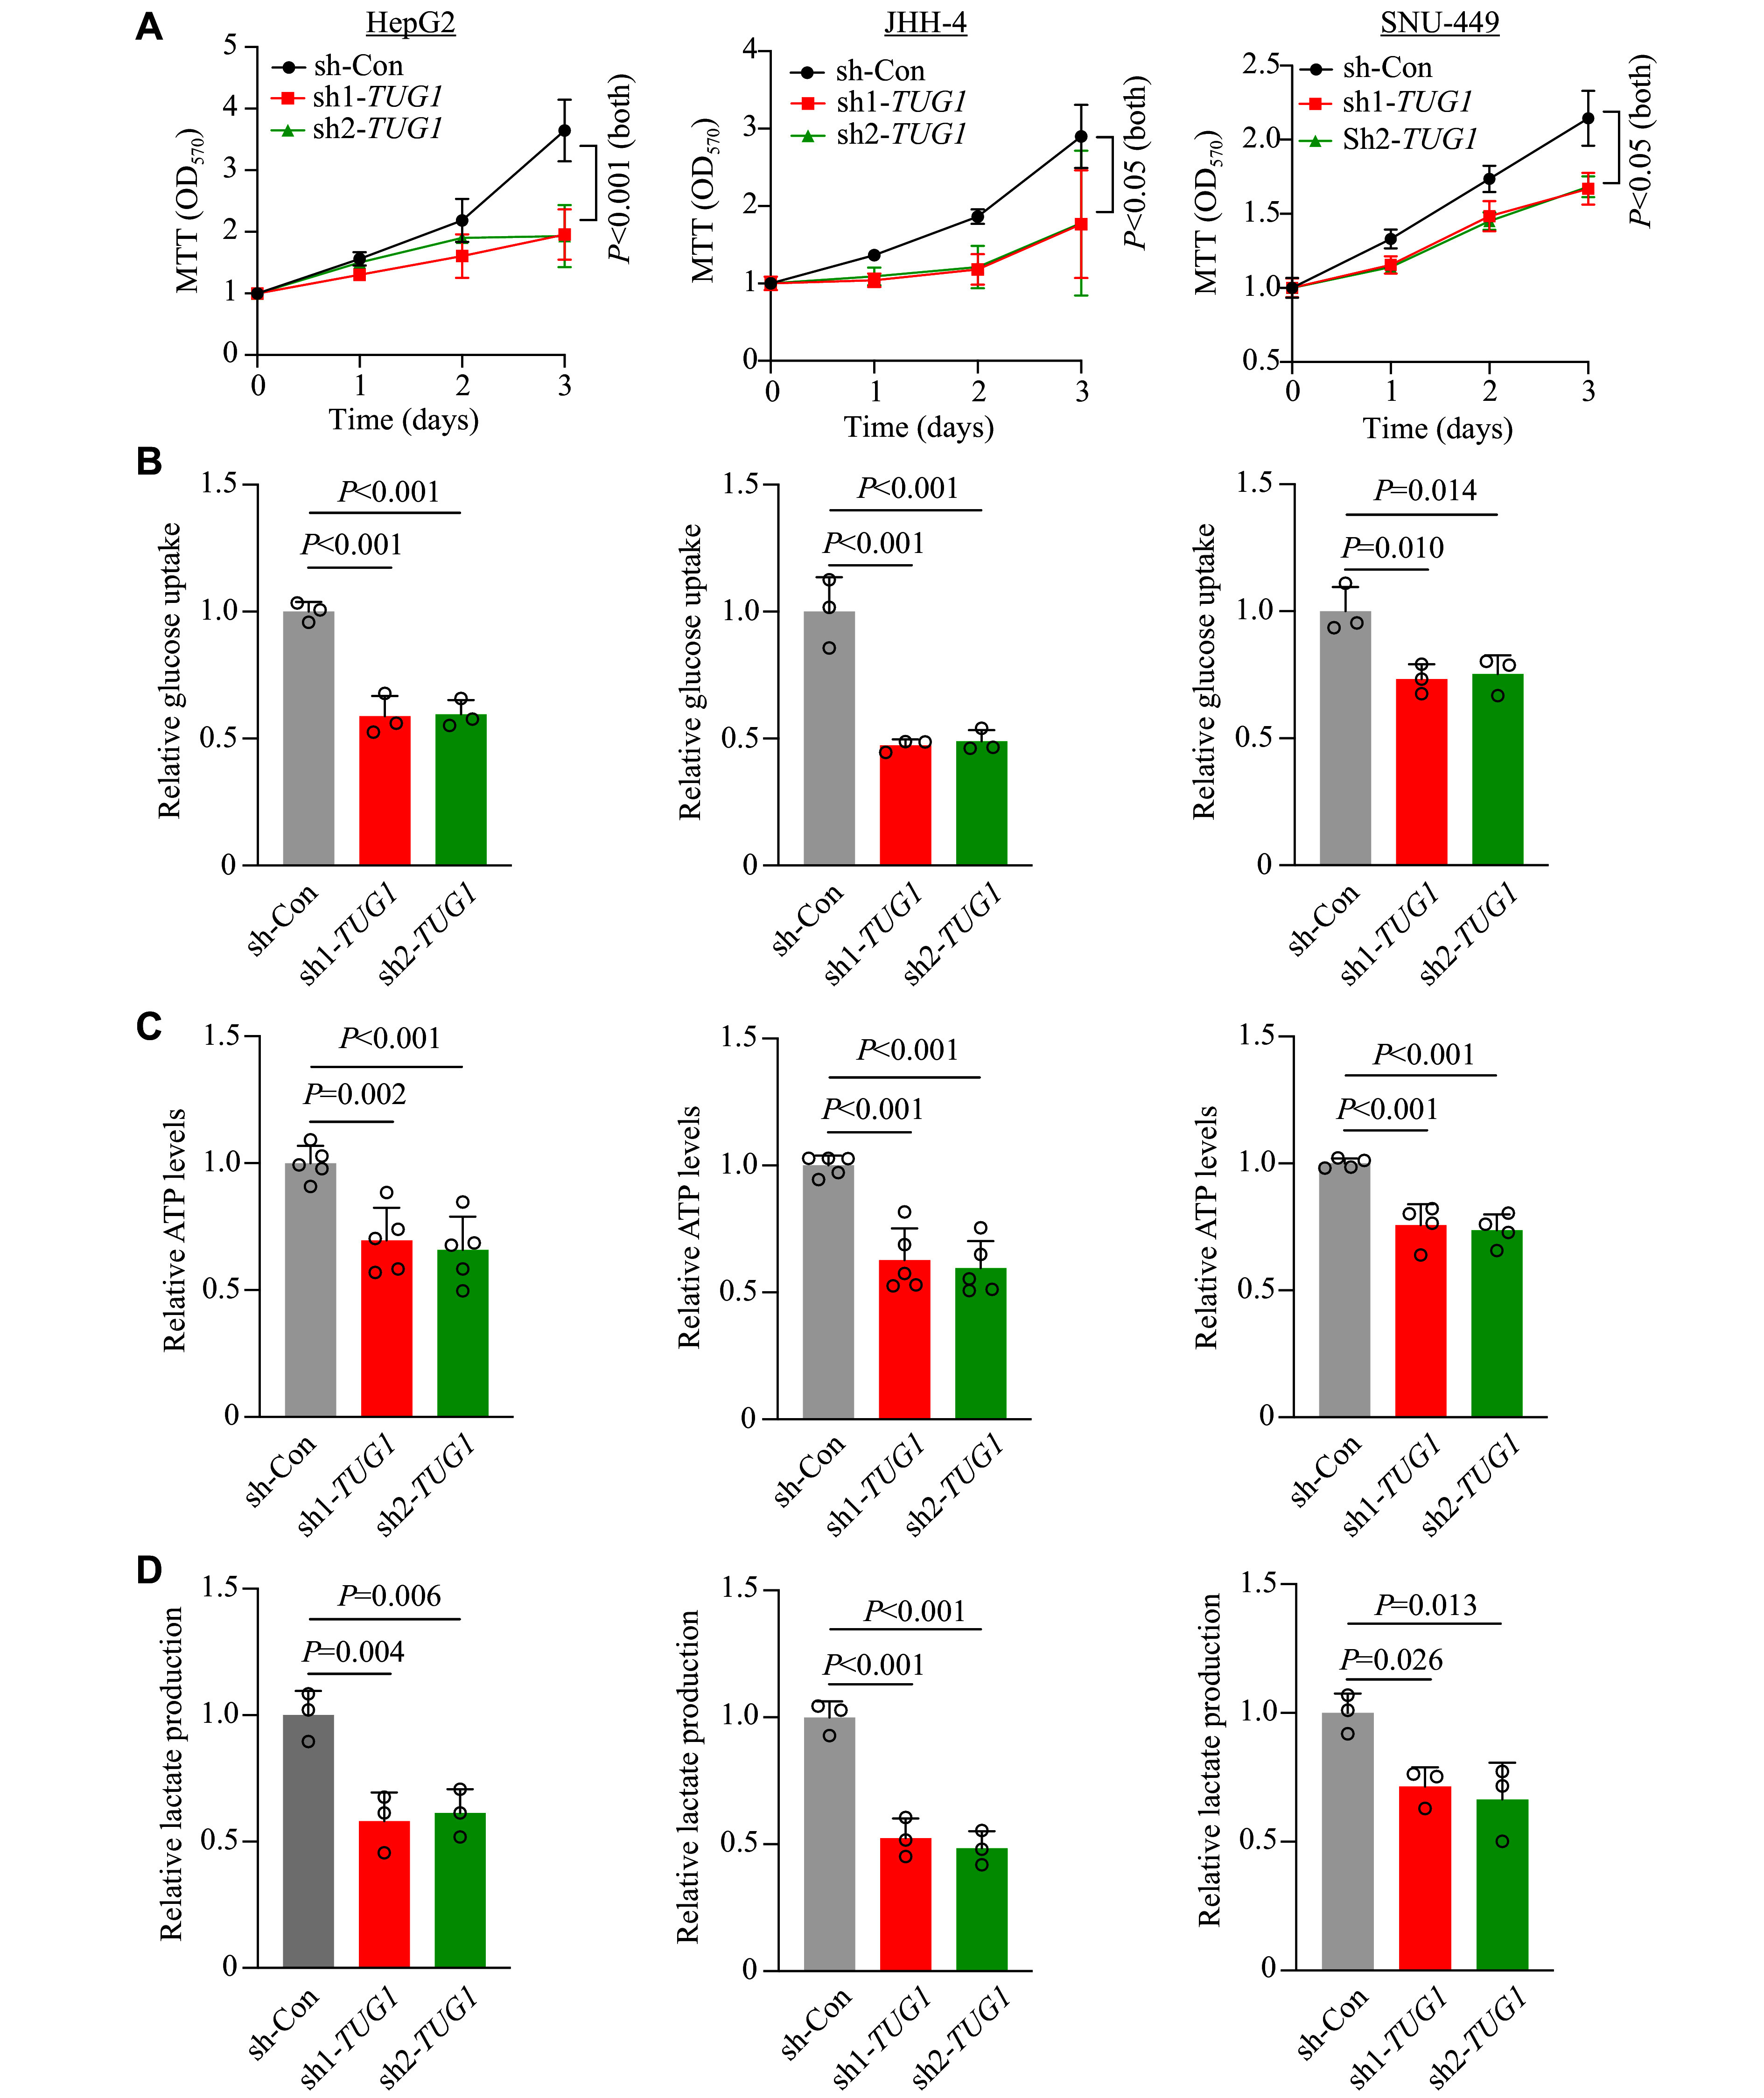
Knockdown of *TUG1* impaired proliferation and glycolytic activity in HCC cells. A: MTT proliferation assays on control and *TUG1*-knockdown HCC cells. B: Glucose uptake by control and *TUG1*-knockdown HCC cells. C: ATP production by control and *TUG1*-knockdown HCC cells. D: Lactate formation in control and *TUG1*-knockdown HCC cells. All assays were performed on three HCC cell lines (HepG2, JHH-4, and SNU-449). Data are presented as the mean ± standard deviation of *n* ≥ 3 replicates from at least two independent experiments from each cell line and normalized to those of sh-Con HCC cells (set as 1.0) for all experiments. One-way ANOVA with indicated *P*-values shown in the figure. The specific *P*-values for the MTT assay are as follows: for HepG2, sh-Con *vs*. sh1- *TUG1*and sh-Con *vs*. sh2- *TUG1*, *P* < 0.001; for JHH-4, sh-Con *vs.* sh1- *TUG1*, *P* = 0.014, and sh-Con *vs*. sh2- *TUG1*, *P* = 0.040; for SNU-449, sh-Con *vs.* sh1- *TUG1*, *P* = 0.018, and sh-Con *vs.* sh2- *TUG1*, *P* = 0.016. Abbreviation: MTT, 3-(4,5-dimethylthiazolyl-2)-2,5-diphenyltetrazolium bromide.

### Positive correlation between *TUG1* expression and glycolysis gene expression in HCC tissues

Next, to determine the clinical relevance of the *TUG1*-associated glycolysis genes, we examined their expression levels in tumor versus normal tissues of HCC patients from the TCGA database. Indeed, the expression levels of *TUG1* and most of the glycolysis-related genes, except *PGAM1*, were significantly upregulated in tumor tissues, compared with adjacent normal tissues ( ***Fig. 3A***). We further determined the correlation between *TUG1* and glycolysis-related genes and found that the majority of glycolysis-related genes exhibited a positive correlation with *TUG1*, indicating that *TUG1* may exert regulatory effects on these genes ( ***Fig. 3B*** and ***Supplementary Table 3*** [available online]). Furthermore, we employed survival analysis on genes associated with *TUG1* to assess their influence on the prognostic outcomes of HCC patients, and found that HCC patients with higher expression of glycolysis genes experienced poorer prognoses ( ***Fig. 3C***). Taken together, these results suggest the tumorigenic role of *TUG1* in HCC and that its overexpression may enhance glycolysis, resulting in accelerated proliferation of HCC cells and contributing to the unfavorable prognosis of HCC patients.

**Figure 3:**
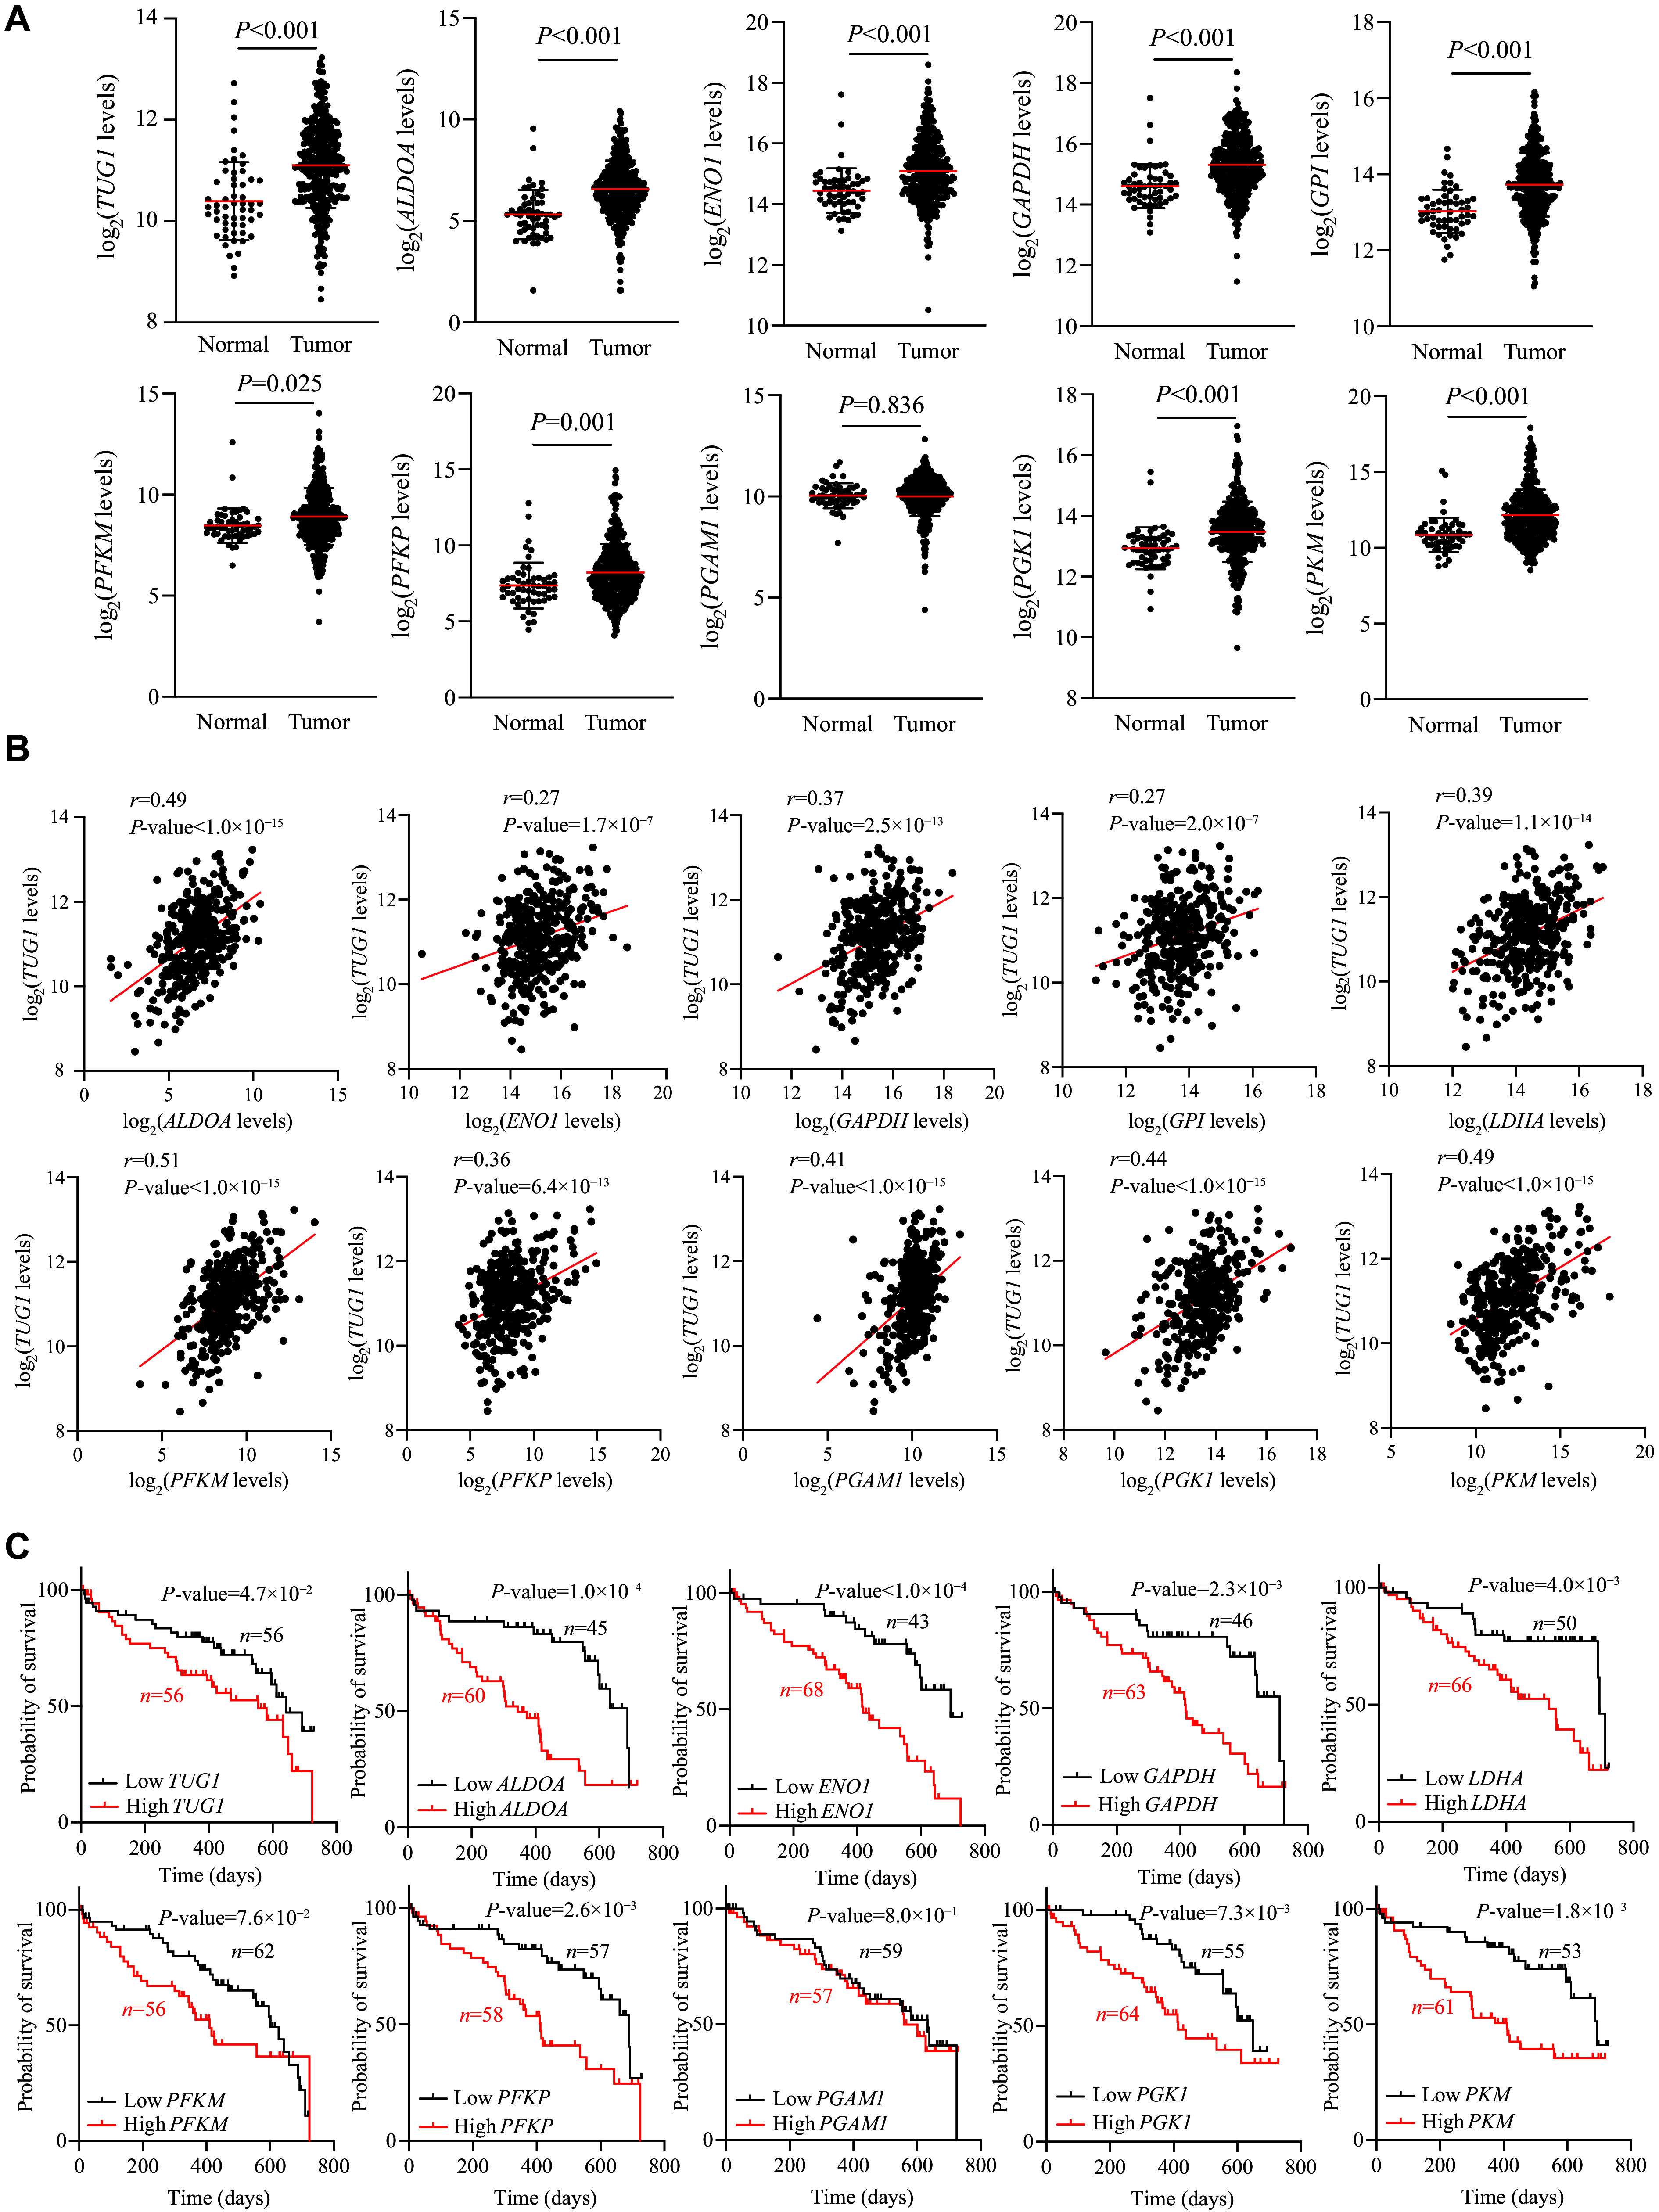
*TUG1* and glycolysis genes were upregulated, positively correlated, and associated with overall survival in HCC. A: Expression levels of *TUG1* and glycolysis genes in normal ( *n* = 54) and HCC tissues ( *n* = 368) from the TCGA database. Student's *t*-test with indicated *P*-values shown in the figure. B: Spearman correlation ( *r*) between expression levels of *TUG1* (y-axis) and glycolysis genes (x-axis) from healthy and HCC samples. C: Kaplan–Meier analysis of the correlation between *TUG1*/glycolysis genes and two-year overall survival in the TCGA cohort. Log-rank tests were used to determine the statistical significance ( *P* < 0.05).

### *TUG1* modulated activity of the antiglycolytic miR-122-5p

One of the molecular mechanisms by which an lncRNA may influence biological pathways in cancer is through sequestering tumor-suppressor miRNAs. We hypothesized that *TUG1* could sponge miRNAs that negatively regulate the activity of glycolysis, thus enhancing the glycolytic activity of HCC. To identify novel target miRNAs for *TUG1*, we examined a list of candidate miRNAs with the highest interaction score with the *TUG1*-associated glycolysis genes ( ***Supplementary Table 4*** [available online]). Then, we computationally predicted the number of MREs of candidate miRNAs in *TUG1* to determine the likelihood of interaction between *TUG1* and candidate miRNAs. We obtained the top five candidates with the highest number of MREs, including miR-449b, miR-34a-5p, miR-122-5p, miR-185-3p, and miR-449a ( ***Fig. 4A*** and ***Supplementary Table 5*** [available online]). Subsequently, we investigated the inverse correlation between candidate miRNAs and glycolysis-related genes in the TCGA database. Our goal was to find miRNAs that could potentially modulate these genes with clinical relevance. Of the five candidates, miR-122-5p exhibited the most pronounced negative correlation with these genes, suggesting that this miRNA may serve as a regulator of glycolysis ( ***Fig. 4B*** and ***Supplementary Table 6*** [available online]). Additionally, *ALDOA* and *PKM* showed the strongest inverse correlation among the negatively correlated genes, reinforcing the likelihood that these genes could be targets of miR-122-5p ( ***Fig. 4C***). To verify the direct interaction between *TUG1* and miR-122-5p, we performed a dual-luciferase reporter assay focusing on the miR-122-5p MREs within *TUG1* ( ***Fig. 4D***). Indeed, the results showed that miR-122-5p significantly reduced luciferase activity in the *TUG1*-MRE wild-type reporter, while no such repression was observed with the *TUG1*-MRE mutant sequence ( ***Fig. 4E***). Overall, the results suggest that *TUG1* may sequester miR-122-5p, thereby stimulating glycolytic activity in HCC.

**Figure 4:**
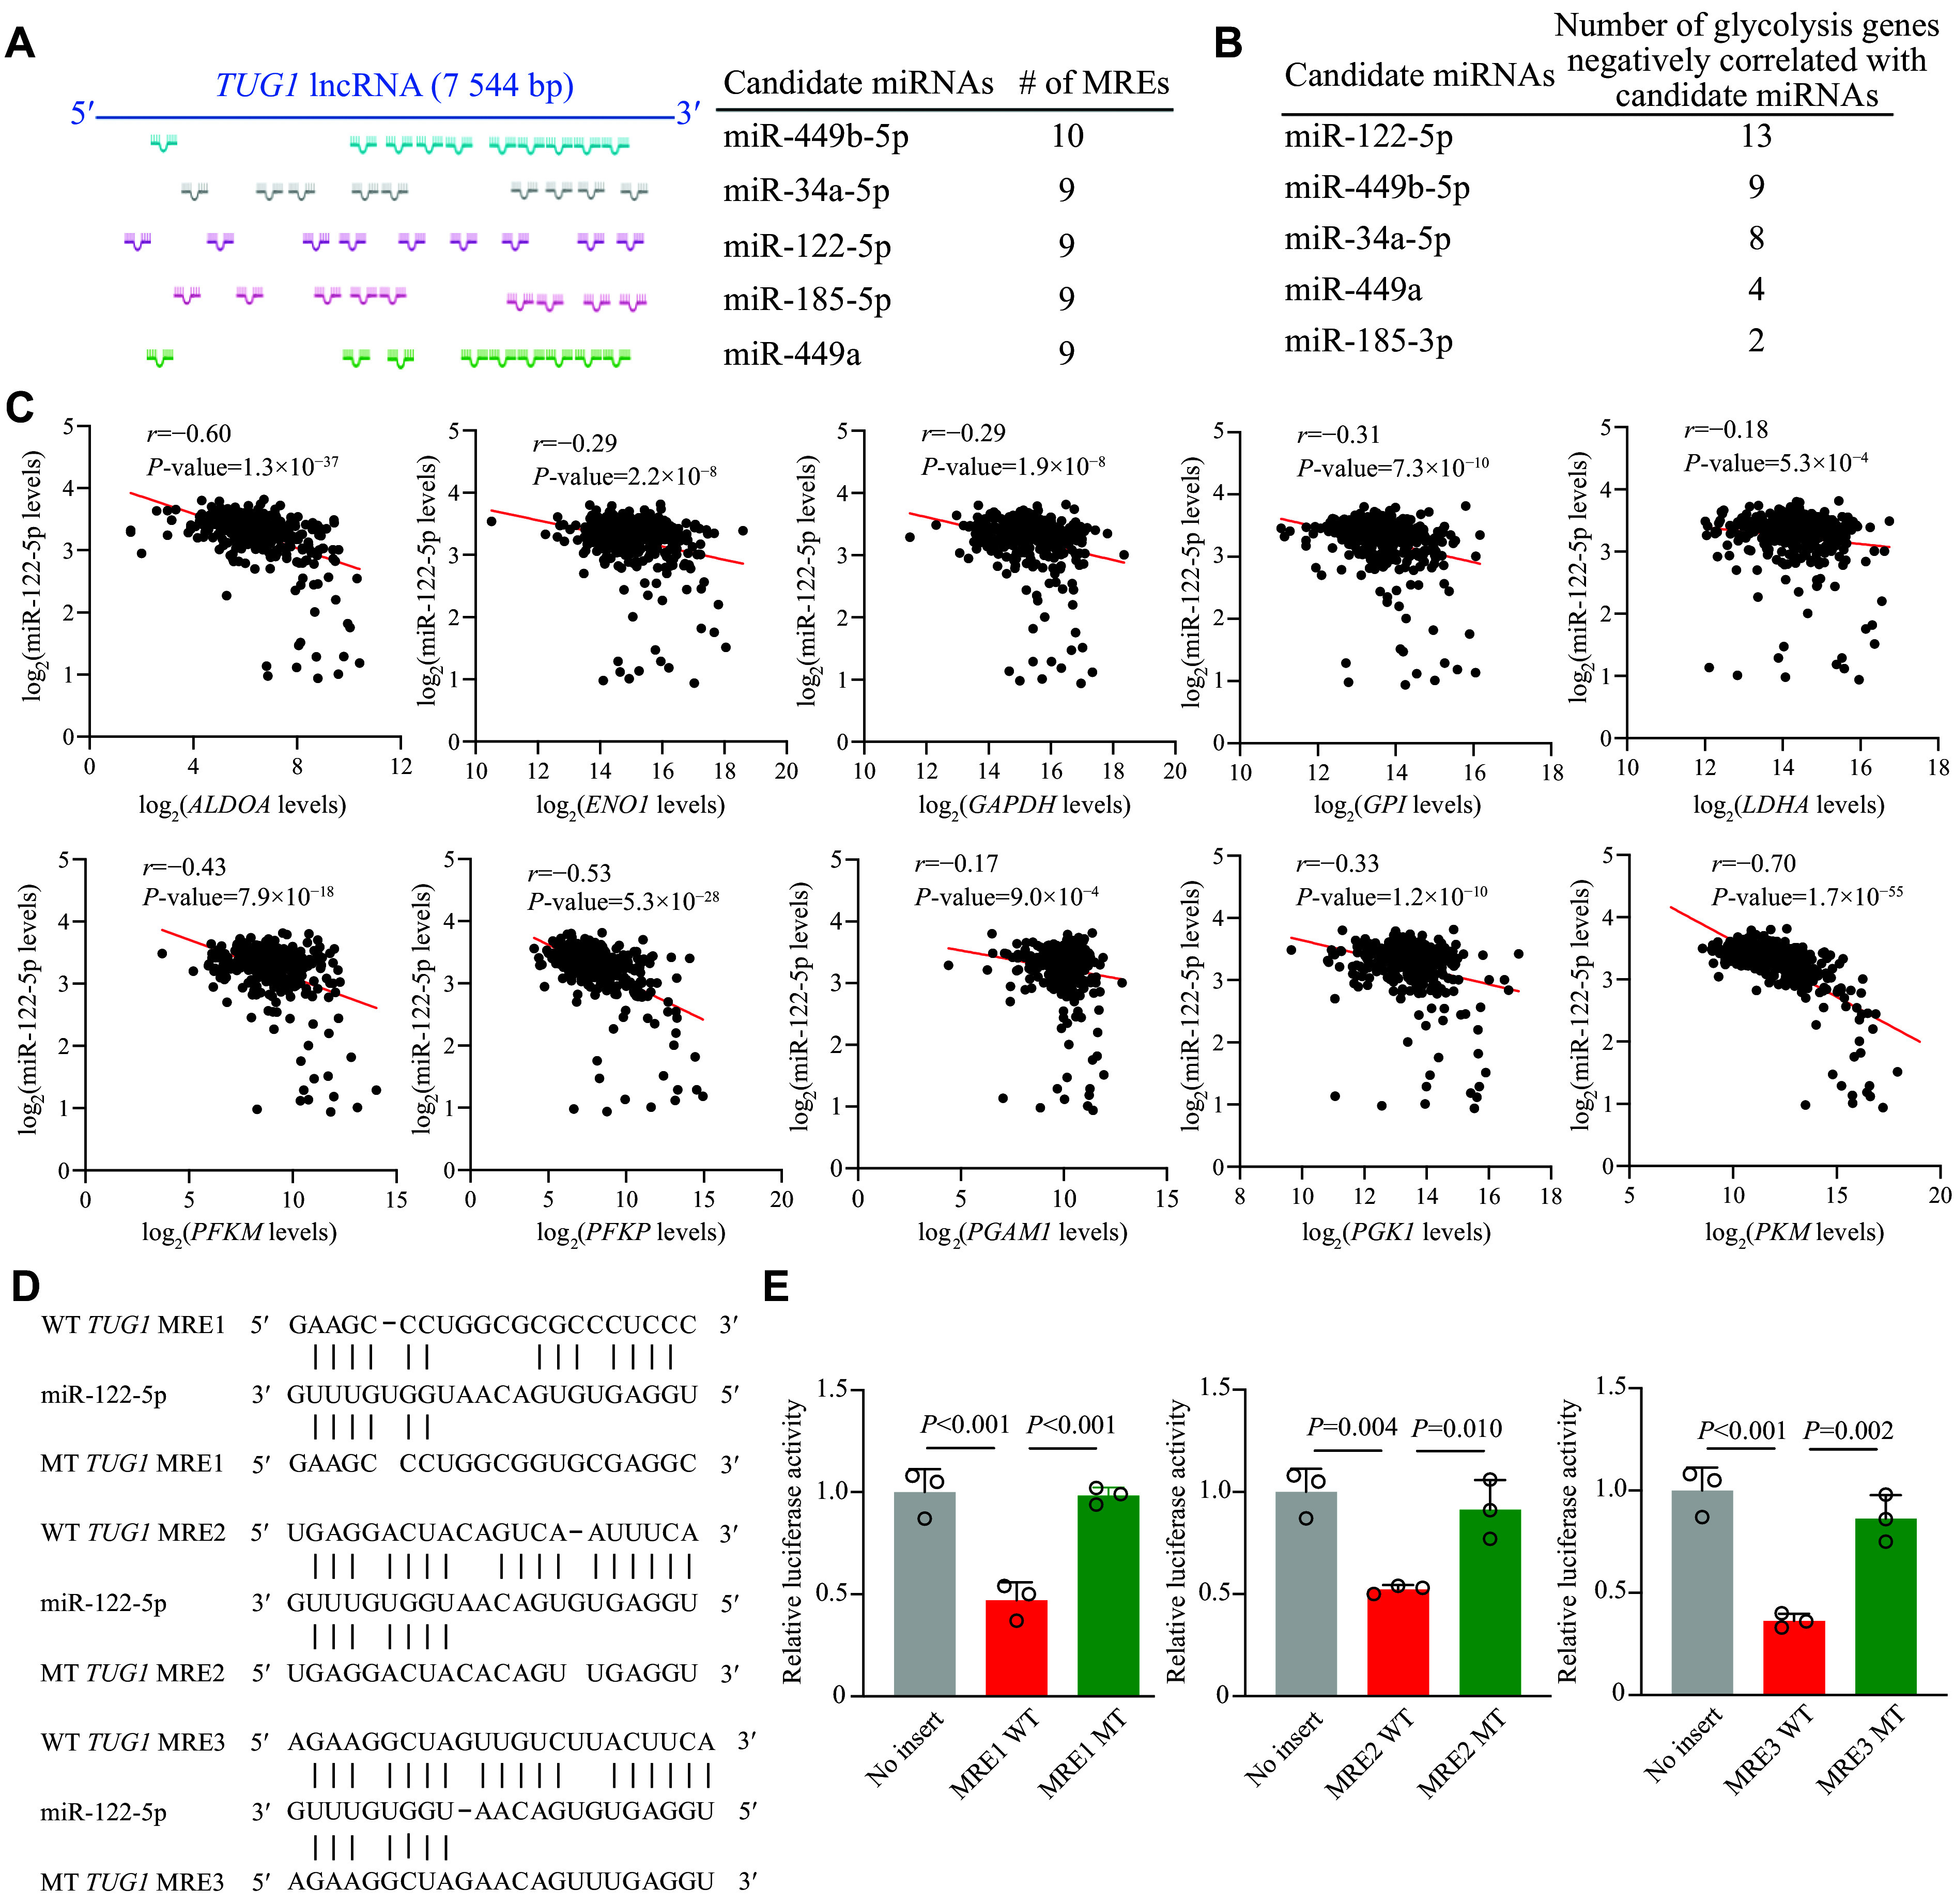
*TUG1* acted as a sponge for miR-122-5p. A: Schematic diagram depicting miRNAs with the top number of microRNA response elements (MREs) within the *TUG1* sequence as predicted by RNA22 v2 microRNA target detection. B: The number of *TUG1*-associated glycolysis genes that were negatively correlated with the expression of candidate miRNAs in normal and HCC tissues. C: Spearman correlation ( *r*) between expression levels of miR-122-5p (y-axis) and glycolysis genes (x-axis) in healthy and HCC samples. D: Hybridization patterns of wild-type (WT) and mutant (MT) *TUG1* MRE sequences and miR-122-5p. The top three MREs of candidate binding sites for miR-122-5p are shown (MRE1–3). E: Dual luciferase reporter assays were performed to validate the interaction of miR-122-5p with WT and MT *TUG1* MRE1–3 sequences. Data are presented as the mean ± standard deviation and normalized to those of the no-insert control (set as 1.0). *n* = 3 technical replicates. One-way ANOVA with indicated *P*-values shown in the figure.

### miR-122-5p directly interacted with the 3ʹ UTR of both *ALDOA* and *PKM* transcripts

Our re-analysis of clinical data indicates that miR-122-5p may hinder the promotion of glycolysis in HCC ( ***Fig. 4C***). To support our findings, we analyzed the expression levels of miR-122-5p in HCC patients from the TCGA database and observed a significant downregulation in tumor tissues, compared with adjacent normal tissues, supporting its role as a tumor-suppressing miRNA ( ***Fig. 5A***). Moreover, survival analysis demonstrated that HCC patients with high miR-122-5p expression exhibited improved prognosis, compared with those with low miR-122-5p expression, suggesting a protective role of miR-122-5p in HCC ( ***Fig. 5B***). Among the *TUG1*-associated glycolysis genes, *ALDOA* and *PKM* exhibited the most substantial inverse correlation with miR-122-5p, implying that they may be regulated by miR-122-5p ( ***Fig. 4C*** and ***Supplementary Table 6*** [available online]). We performed Western blotting to explore the effect of *TUG1* on ALDOA and PKM at the protein level, and found that when *TUG1* was depleted, ALDOA and PKM protein levels decreased significantly in two separate HCC cell lines, consistent with their RNA levels ( ***Fig. 5C*** and ***Fig. 1F***). Next, we further demonstrated the direct interaction of miR-122-5p with the 3ʹ UTR of both *ALDOA* and *PKM* transcripts using the dual luciferase reporter gene assay ( ***Fig. 5D*** and ***Supplementary Table 7*** [available online]). Indeed, the results showed that miR-122-5p interacted directly with the 3ʹ UTR of both *PKM* and *ALDOA* mRNAs ( ***Fig. 5E***). Collectively, we identified *ALDOA* and *PKM* as the direct targets of miR-122-5p, and *TUG1* could enhance *ALDOA* and *PKM* expression to stimulate glycolysis by sequestering miR-122-5p.

**Figure 5:**
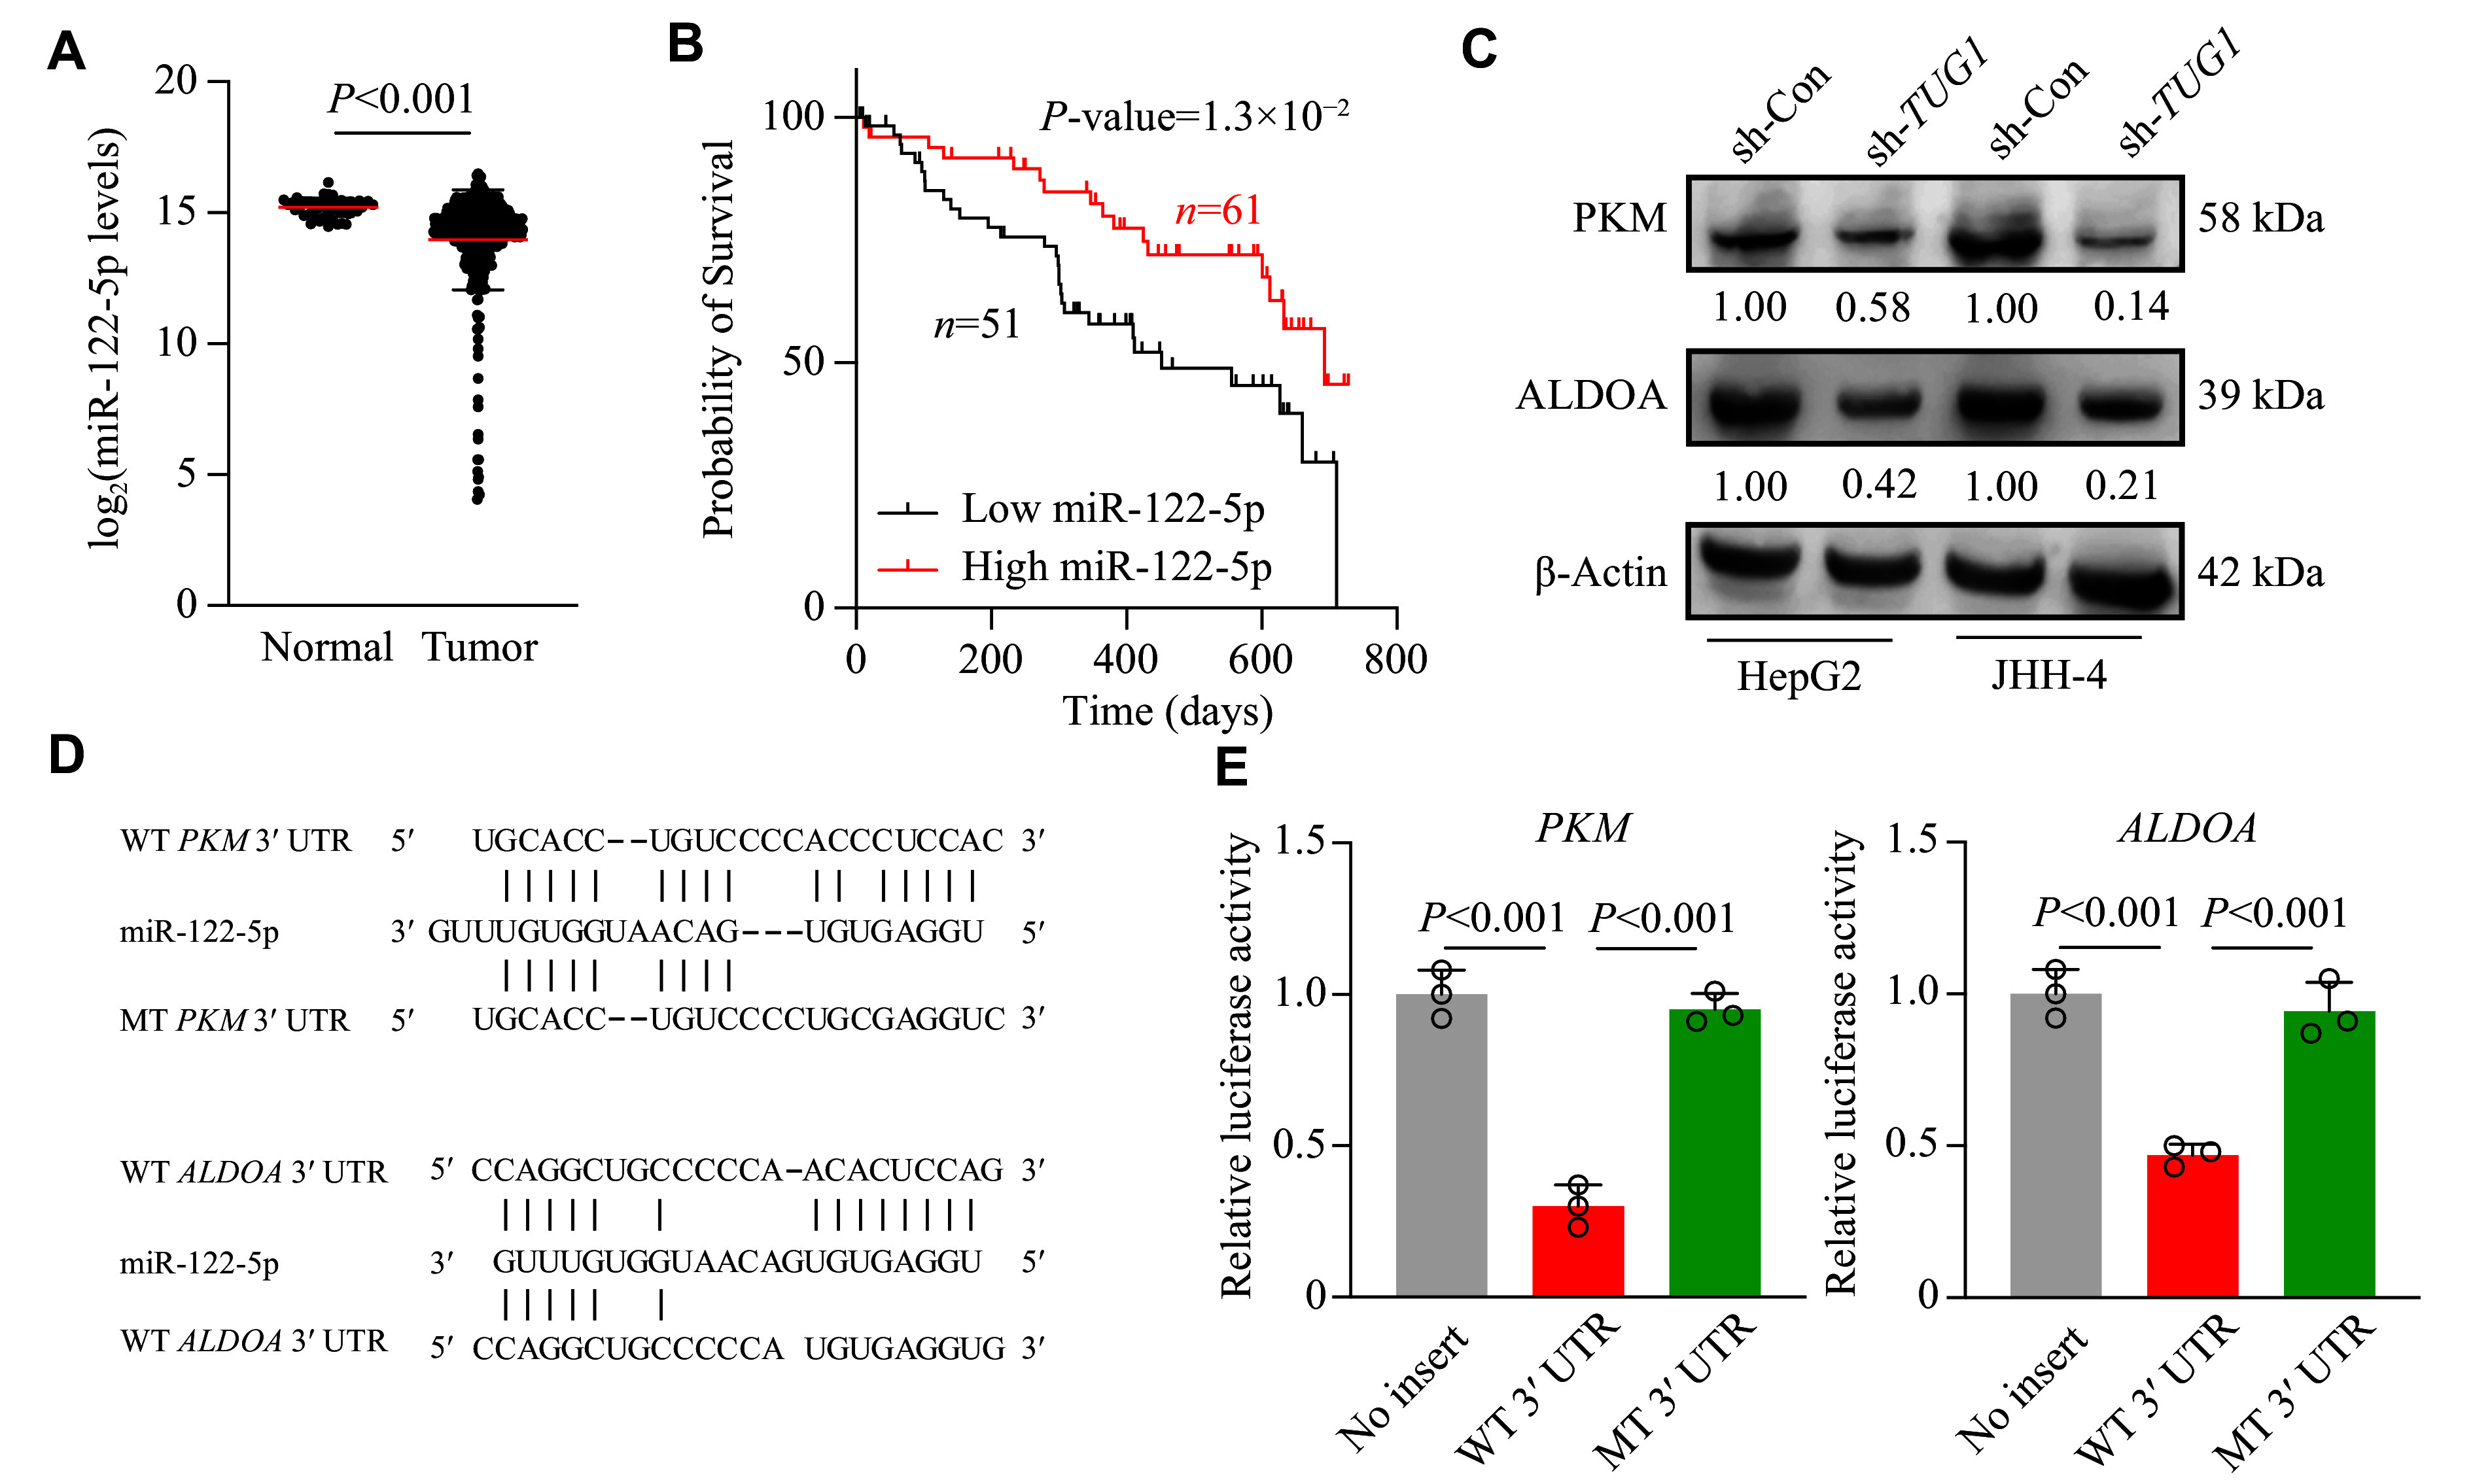
miR-122-5p directly regulated the expression of *PKM* and *ALDOA*. A: Expression levels of miR-122-5p in normal ( *n* = 54) and HCC tissues ( *n* = 368) from the TCGA database. Student's *t*-test with indicated *P*-values shown in the figure. B: Kaplan–Meier analysis of the correlation between miR-122-5p and two-year overall survival in the TCGA cohort. Log-rank tests were used to determine the statistical significance ( *P* < 0.05). C: Protein levels of PKM and ALDOA in control and *TUG1*-knockdown HCC cells were determined by Western blotting. Protein levels were normalized to β-actin for quantification. D: Hybridization pattern of wild-type (WT) and mutant (MT) *PKM* and *ALDOA* 3′ UTR sequences with miR-122-5p. E: Dual luciferase reporter assays were performed to assess the interaction between WT and MT *PKM* and *ALDOA* 3′ UTR sequences and miR-122-5p. Data are presented as the mean ± standard deviation and normalized to those of the no-insert control (set as 1.0). *n* = 3 technical replicates. One-way ANOVA with indicated *P*-values shown in the figure.

### Reduced miR-122-5p levels alleviated the repression of glycolysis in *TUG1*-depleted cells

Our findings demonstrated that *TUG1* could promote both *ALDOA* and *PKM* expression by sponging the antiglycolytic miR-122-5p. To provide further evidence that miR-122-5p is crucial in modulating glycolysis in HCC through the *TUG1*/miR-122-5p/ *ALDOA*/ *PKM* axis, we introduced control antagomiR (antamiR-Con) or miR-122-5p antagomiR (antamiR-122-5p) into two independent *TUG1*-knockdown HCC cells. To begin with, we tested the efficiency of antamiR-122-5p, and the results showed that antamiR-122-5p effectively reduced the miR-122-5p levels ( ***Fig. 6A***). Then, we examined the expression of glycolysis genes and found that antamiR-122-5p partially enhanced the expression of *ALDOA* and *PKM* in *TUG1*-knockdown HCC cells ( ***Fig. 6B***). Since earlier observations showed that *TUG1* depletion in HCC cells caused impairment in cell proliferation, we then performed MTT assay and found that depletion of miR-122-5p partially restored proliferation after *TUG1* knockdown ( ***Fig. 6C***). Subsequently, we investigated whether knockdown of miR-122-5p could reverse the defective glycolysis in *TUG1*-knockdown HCC cells. We observed that glucose uptake levels were moderately enhanced in HCC cells with miR-122-5p inhibitors ( ***Fig. 6D***). In line with the restoration of the glucose uptake, ATP levels in *TUG1*-depleted cells were partially elevated upon knockdown of miR-122-5p ( ***Fig. 6E***). Additionally, increased lactate production was observed with the depletion of miR-122-5p in *TUG1*-knockdown HCC cells ( ***Fig. 6F***). Taken together, the restoration of cell proliferation and glycolytic activity upon miR-122-5p depletion highlights the tumorigenic function of *TUG1*, which sequesters the antiglycolytic miR-122-5p and upregulates *ALDOA* and *PKM* expression to promote glycolysis in HCC.

**Figure 6:**
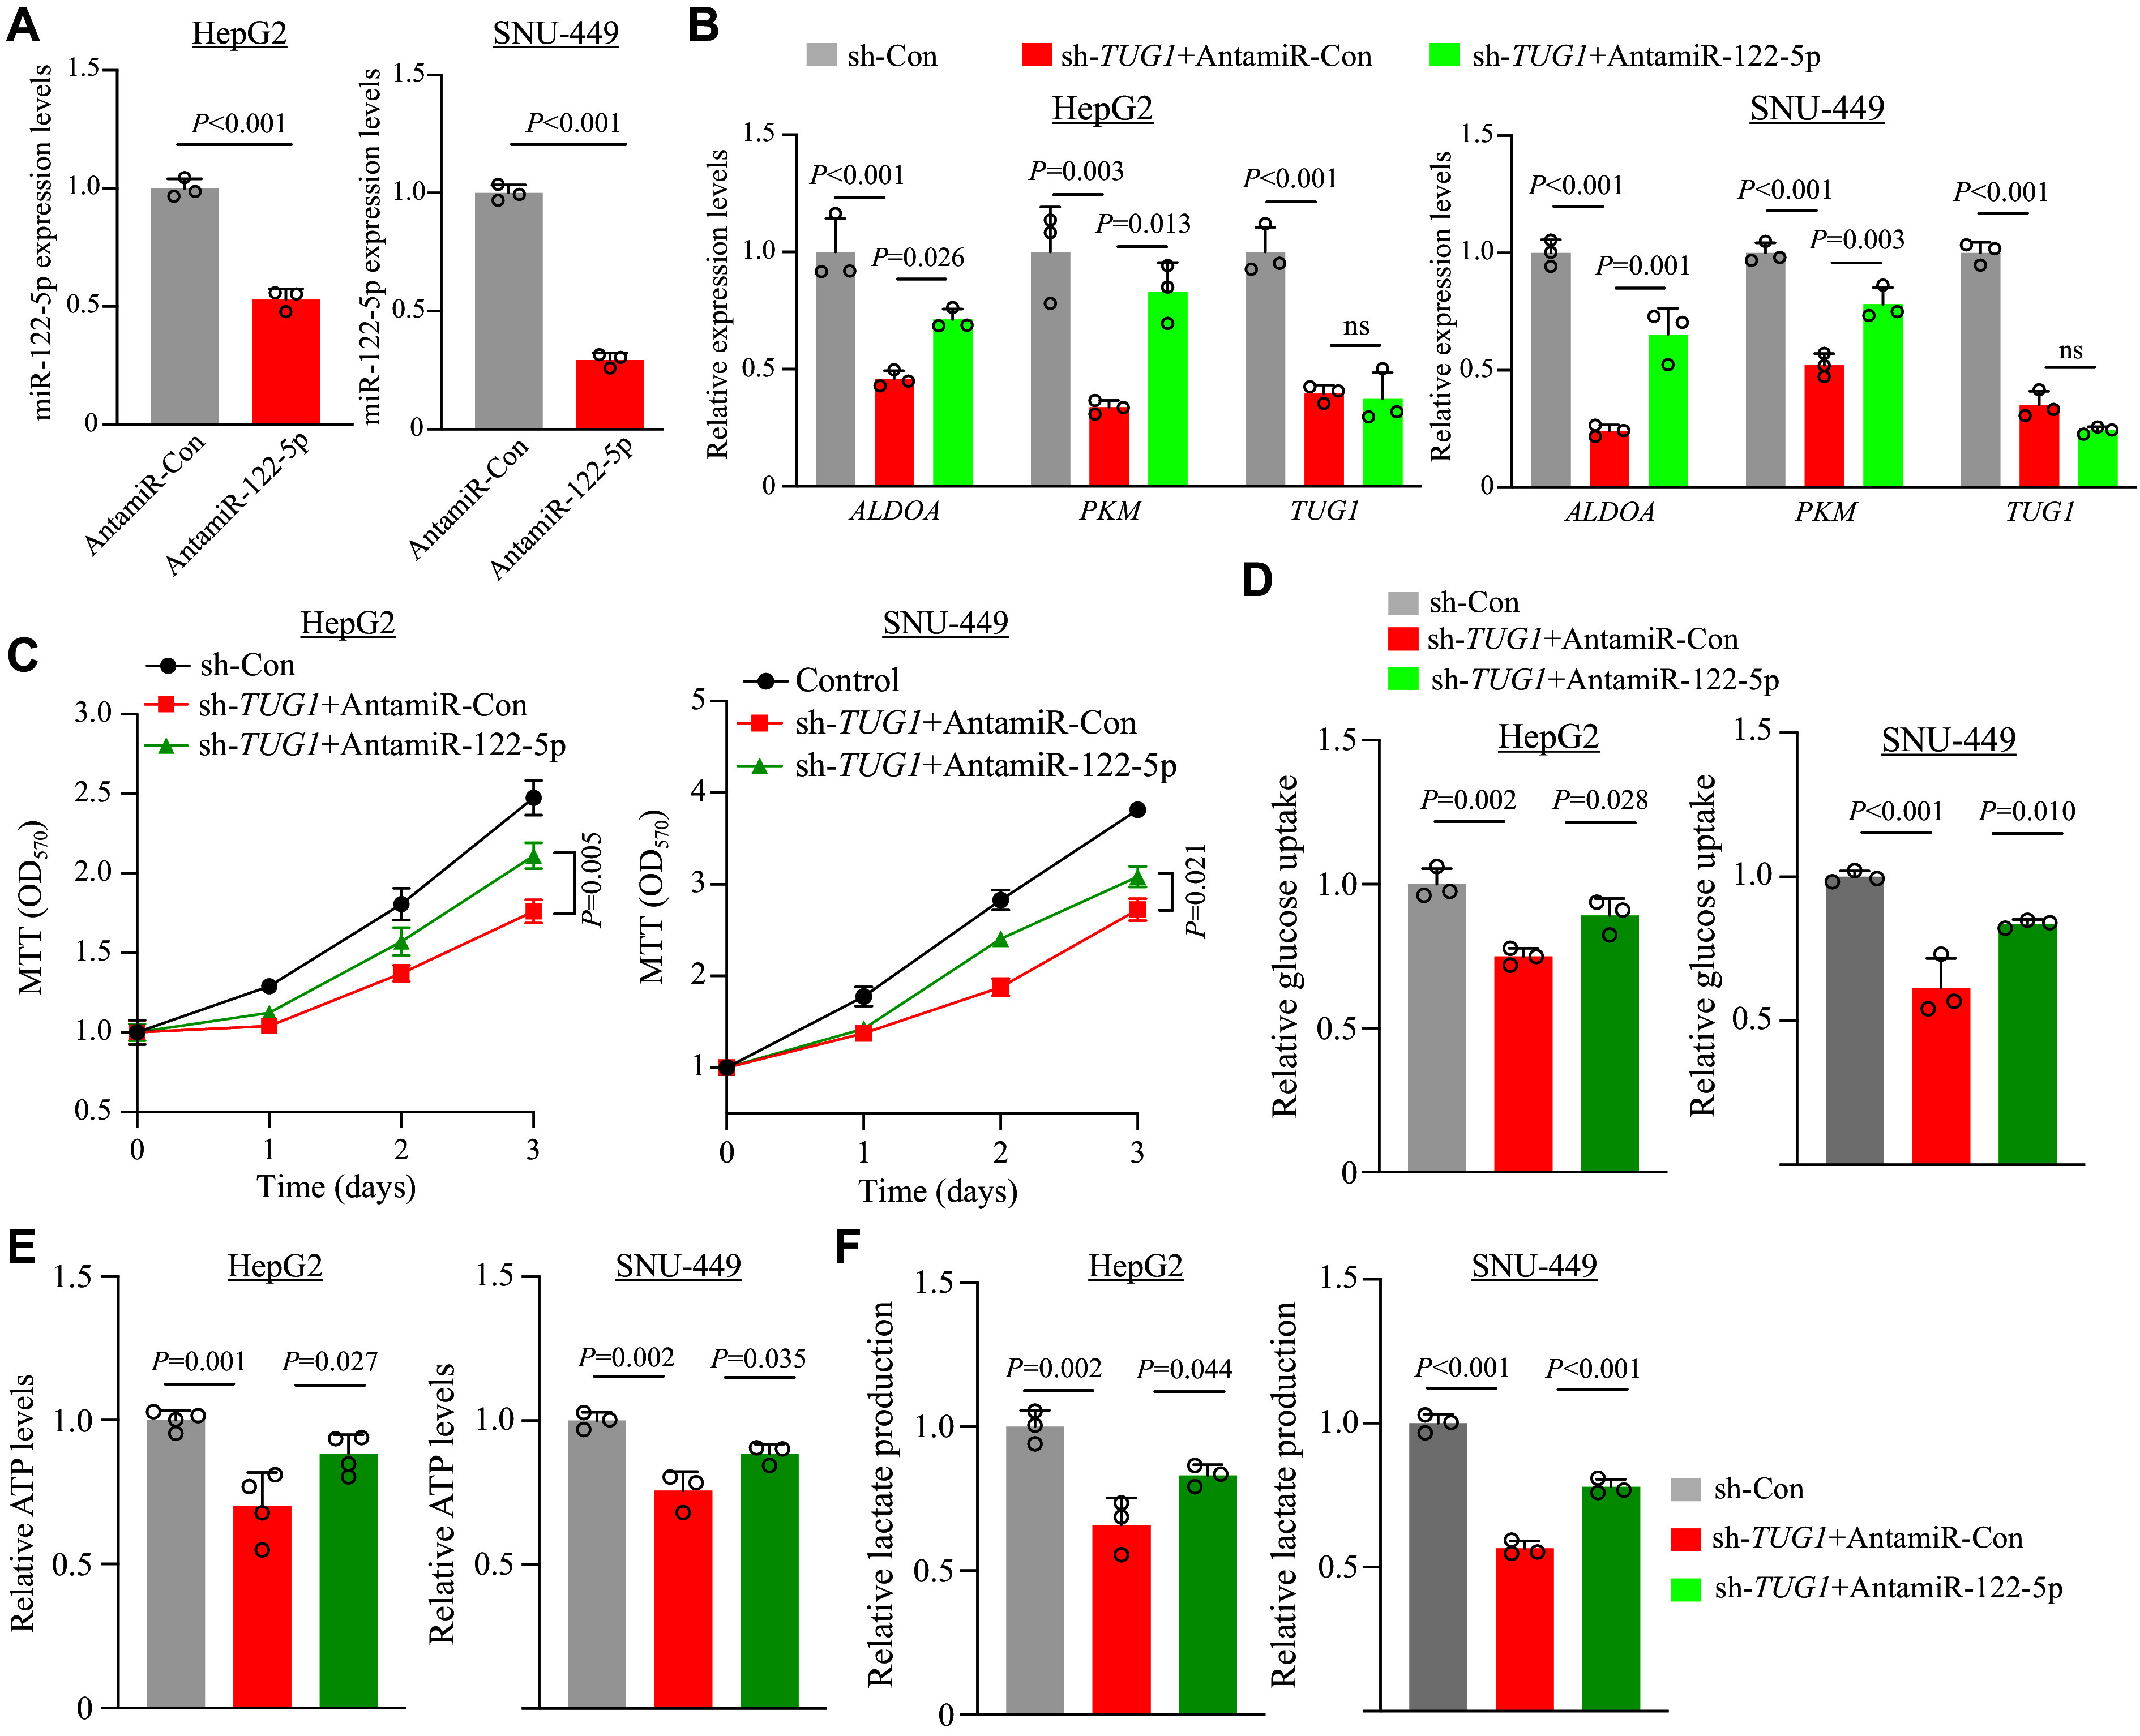
miR-122-5p was important for *TUG1*-mediated suppression of glycolysis in HCC cells. A: Real-time reverse transcription-PCR (qRT-PCR) analysis of miR-122-5p levels in HCC cells (HepG2 and SNU-449) transfected with control antagomiR (antamiR-Con) and miR-122-5p antagomiR (antamiR-122-5p). B: qRT-PCR analysis of *PKM*, *ALDOA*, and *TUG1* transcripts in *TUG1*-knockdown HCC cells co-transfected with antamiR-Con or antamiR-122-5p. C–F: Control and TUG1-knockdown HCC cells co-transfected with antamiR-Con or antamiR-122-5p were analyzed for proliferation (MTT assay, C), glucose uptake (D), ATP production (E), and lactate formation (F). Data are presented as the mean ± standard deviation of *n* ≥ 3 technical replicates from each cell line and normalized to those of sh-Con HCC cells (set as 1.0) for all experiments. One-way ANOVA with indicated *P*-values shown in the figure. Abbreviation: MTT, 3-(4,5-dimethylthiazolyl-2)-2,5-diphenyltetrazolium bromide; ns, not significant.

## Discussion

To the best of our knowledge, we are the first to examine the effect of lncRNA *TUG1* on the transcriptome of HCC cells and have identified glycolysis as the most significantly affected pathway upon *TUG1* depletion. *TUG1*-knockdown HCC cells exhibited a significant downregulation of several genes encoding glycolytic enzymes. Accordingly, *TUG1* knockdown impaired glucose uptake, ATP production, and lactate formation, reflecting a reduction in glycolytic activity, and ultimately inhibited the proliferation of HCC cells. Clinical data revealed a significant upregulation of *TUG1* and glycolysis genes, and high expression of these genes indicated a poor prognosis in HCC patients. Moreover, we observed a positive correlation between the expression levels of *TUG1* and glycolysis genes. Mechanistically, *TUG1* could directly sequester miR-122-5p, which negatively regulated the expression of glycolysis genes such as *PKM* and *ALDOA*, and the inhibition of miR-122-5p alleviated the suppression of glycolytic activity caused by *TUG1* depletion. Supporting this model, we found a negative correlation between the expression levels of miR-122-5p and glycolysis genes. Collectively, we proposed the *TUG1*/miR-122-5p/ *PKM*/ *ALDOA* axis as a novel regulatory mechanism promoting glycolysis in HCC cells ( ***Fig. 7***).

**Figure 7:**
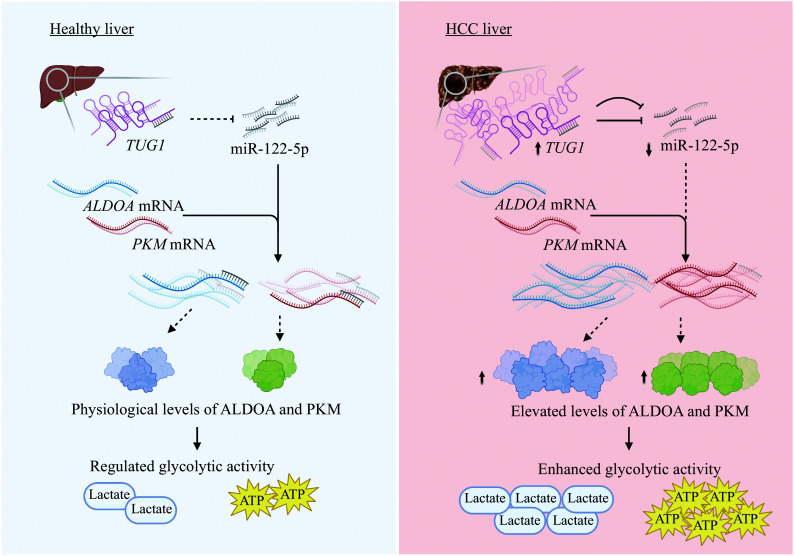
Mechanistic model of glycolysis regulation *via* the *TUG1*/miR-122-5p/ *PKM*/ *ALDOA* axis. *TUG1* is often upregulated in HCC. Then, *TUG1* promotes glycolysis in HCC cells by sponging miR-122-5p, which negatively regulates the expression of glycolysis genes, including *PKM* and *ALDOA*.

Despite the debated role of *TUG1* in HCC, most studies, including ours, support the tumor-promoting role of *TUG1* in driving the progression of HCC ^[ 11] ^; while some studies have found *TUG1* to function as a tumor suppressor in other cancers. For example, in glioma, overexpression of *TUG1* could suppress the tumorigenicity of temozolomide resistance by downregulating the expression of EZH2 and promoting apoptosis *via* an intrinsic pathway facilitated by caspase-3 and caspase-9 ^[ 15– 16] ^. These results contradict most of the findings in other types of cancer, suggesting *TUG1* may influence tumorigenesis in a cancer-type-specific manner. In the present study, we identified the antiglycolytic miR-122-5p as the target for *TUG1* sponging. Alternatively, previous studies identified several lncRNAs as upstream regulators for miR-122-5p expression in HCC ^[ 17– 18] ^. Additionally, miR-122-5p has been reported to negatively regulate a wide range of oncogenic genes in HCC, including *TLR4*, *BCL2L2*, and *TGFβ* ^[ 19– 21] ^. Similarly, numerous studies have emphasized the tumor-suppressive role of miR-122-5p in various types of cancer, including gastric, breast, and ovarian cancer ^[ 22] ^. Conversely, miR-122-5p has also been shown to exhibit an oncogenic role in renal cancer ^[ 23] ^. Collectively, mounting evidence supports the tumor-suppressing role of miR-122-5p, which could potentially inhibit the progression of HCC.

Metabolic reprogramming has been considered one of the critical hallmarks of cancer, providing sufficient energy and building blocks to support the uncontrolled proliferation of cancer cells ^[ 14] ^. Aerobic glycolysis, termed the Warburg effect, has been proposed to promote the initiation and progression of HCC ^[ 14] ^. However, current knowledge regarding the underlying mechanism of reprogramming in cancer remains inadequate. The present study showed that depletion of miR-122-5p *via* *TUG1*-mediated sponging increased the expression of several glycolytic enzymes, such as ALDOA and PKM, thereby promoting glucose breakdown in HCC. In line with our findings, knockdown of *TUG1* alleviated the suppression of miR-453-3p and miR-524-5p and inhibited glycolysis in HCC cells ^[ 10, 24] ^. ALDOA (aldolase A), the most abundant isoform in cancer, is one of the key glycolytic enzymes that has been reported to be closely associated with patient prognosis and survival in cancer ^[ 25] ^. Several studies have also identified PKM (pyruvate kinase M, especially the PKM2 isoform) as a crucial oncogene that is upregulated in most types of cancer, including HCC, to promote cancer progression ^[ 26] ^. Some studies have demonstrated the dual roles of ALDOA and PKM2 in metabolism and DNA repair pathways, suggesting that these two enzymes not only promote the progression of cancer through rewiring energy production pathways but also help cancer cells resist apoptosis ^[ 27- 28] ^. Taken together, ALDOA and PKM may be critical targets for a novel anti-tumor approach in combination with *TUG1* silencing to prevent HCC progression.

Many RNAi-based therapeutics have advanced into clinical trials, demonstrating the viability of modulating non-coding RNAs in treating various human cancers and other diseases ^[ 29] ^. Thus, with an unprecedented speed of RNA therapeutic development, we can establish a novel RNAi-based therapy targeting the *TUG1*/miR-122-5p/ALDOA/PKM axis for HCC treatment. Alternatively, therapeutic strategies that directly target tumor glycolysis are attractive areas of cancer research ^[ 30] ^. Preclinical investigations have identified inhibitors of glycolytic enzymes, such as 2-deoxy-D-glucose, that have been demonstrated to render HCC cells susceptible to chemotherapy ^[ 31] ^. Nevertheless, effective methods to specifically target the glycolysis of cancer cells to enhance therapeutic efficacy remain a formidable challenge.

The limitations of the present study include that we only focused on the dominant form of *TUG1* variants in our computational prediction of miRNA binding, as evidence suggests that lncRNAs may undergo splicing to generate multiple isoforms ^[ 32] ^. Therefore, studying other *TUG1* variants might provide additional insight into their molecular function in HCC. Second, the gain-of-function study of *TUG1* could not be completed because of the large size of *TUG1* (approximately 7 kb), which could not be packaged into the lentiviral vector for overexpression ^[ 33] ^. Furthermore, the transfection of plasmids with large inserts lowers DNA uptake by the cells ^[ 34] ^. We attempted to overexpress *TUG1* from native loci by CRISPR activation (CRISPRa), but none of the guide RNAs showed satisfactory results. Nevertheless, transgenic expression of lncRNAs with their endogenous length and secondary structure has been challenging to truly reflect their bona fide functions ^[ 35] ^. It is important to acknowledge the inherent limitations of short-hairpin RNAs targeting *TUG1*, including the potential for off-target effects. These effects may arise from partial sequence homology with unrelated transcripts, potentially influencing the global gene expression profiles observed in our RNA-seq data. Although the GPP Web Portal algorithm from the Broad Institute, used for shRNA design, is known to enhance targeting specificity and minimize off-target effects, the discrepancy in the number of DEGs between sh1- *TUG1* and sh2- *TUG1* suggests that some degree of off-target activity cannot be entirely excluded. We have therefore added a note of caution regarding the interpretation of our transcriptomic data, particularly in relation to the extent of gene expression changes observed.

In conclusion, lncRNA *TUG1* plays a critical role in the progression of cancers, including HCC. Nevertheless, the molecular function of *TUG1* remains not fully elucidated. Through transcriptomic analysis of *TUG1*-knockdown HCC cells and a series of bioinformatic analyses, we revealed that *TUG1* acted as a sponge for miR-122-5p, which negatively regulates the expression of key glycolysis genes, including *PKM* and *ALDOA*. An inverse correlation between the expression levels of miR-122-5p and glycolysis genes in clinical samples further substantiated these results. Together, we propose a novel mechanism through which *TUG1* promotes glycolysis in HCC cells and highlight the therapeutic potential of targeting the *TUG1*/miR-122-5p axis for HCC treatment. We envision that RNA-based therapeutics could one day modulate non-coding RNA activity in cancer cells, potentially halting or reversing HCC progression in patients and transforming current cancer treatment paradigms.

## SUPPLEMENTARY DATA

Supplementary data to this article can be found online.

# Supplementary material for: Long non-coding RNA TUG1 regulates multiple glycolytic enzymes in hepatocellular carcinoma cells by sponging microRNA-122-5p
**Source:** J Biomed Res. 2025 Jul 15;39(5):515–29. doi: 10.7555/JBR.39.20250056
**Supplement:** Supplementary file 1 — Supplementary data to this article can be found online.

# Long non-coding RNA *TUG1* regulates multiple glycolytic enzymes in hepatocellular carcinoma cells by sponging microRNA-122-5p

Thammachanok Boonto<sup>1,2,3</sup>, Chinnatam Phetkong<sup>1,2,4</sup>, Chaiyaboot Ariyachet<sup>1,2,✉</sup>

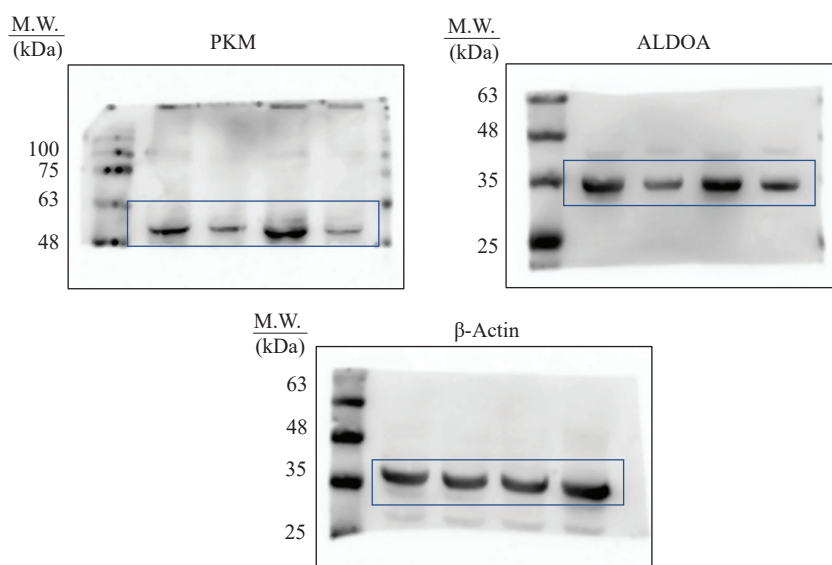

**Supplementary Fig. 1** Uncropped Western blots.

Received: 11 February 2025; Revised: 30 June 2025; Accepted: 01 July 2025; Published online: 15 July 2025

CLC number: R735.7, Document code: A

The authors reported no conflict of interests.

This is an open access article under the Creative Commons Attribution (CC BY 4.0) license, which permits others to distribute, remix, adapt and build upon this work, for commercial use, provided the original work is properly cited.

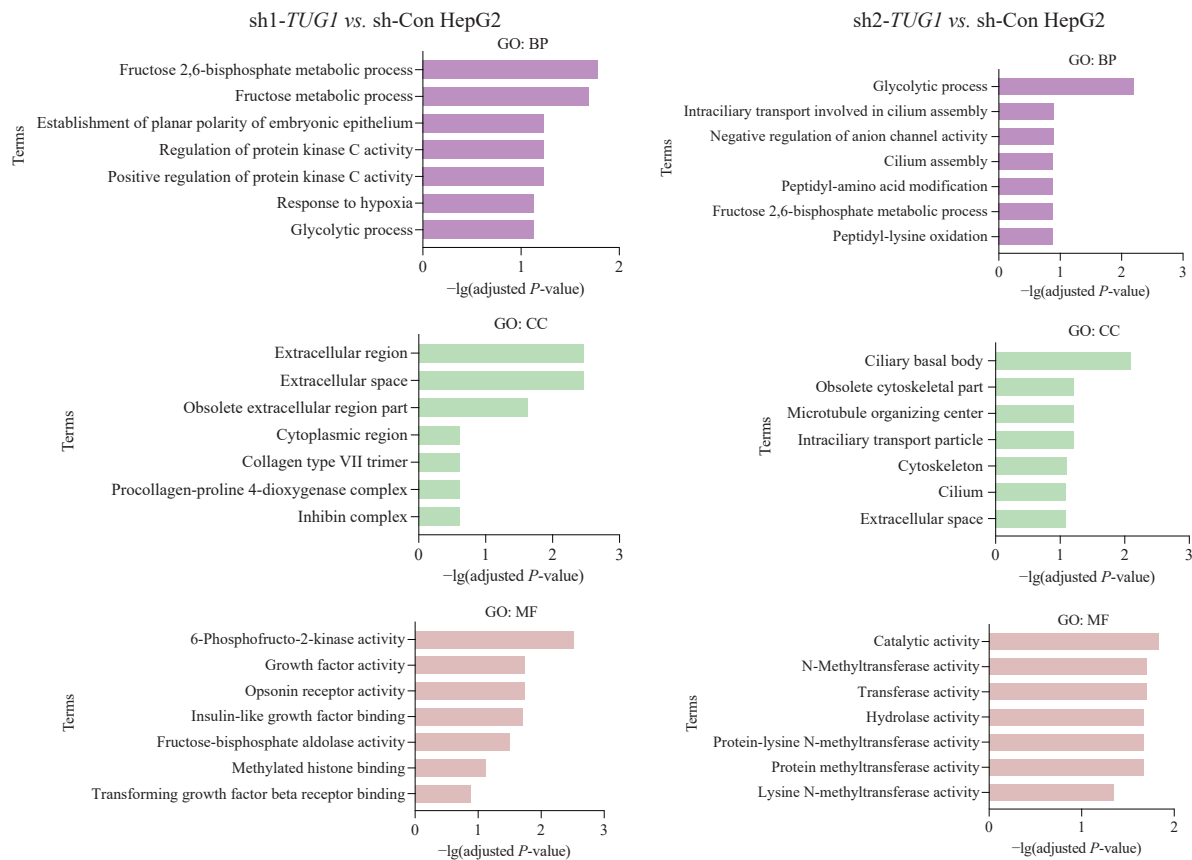

**Supplementary Fig. 2** GO term analysis of downregulated DEGs in *TUG1*-knockdown HepG2 cells. GO term analysis from RNA-seq data (GSE273253) of control (sh-Con) and *TUG1*-knockdown (sh1- and sh2-*TUG1*) HepG2 cells. Abbreviation: GO, gene ontology; DEG, differentially expressed gene; BP, biological process; CC, cellular components; MF, molecular function.

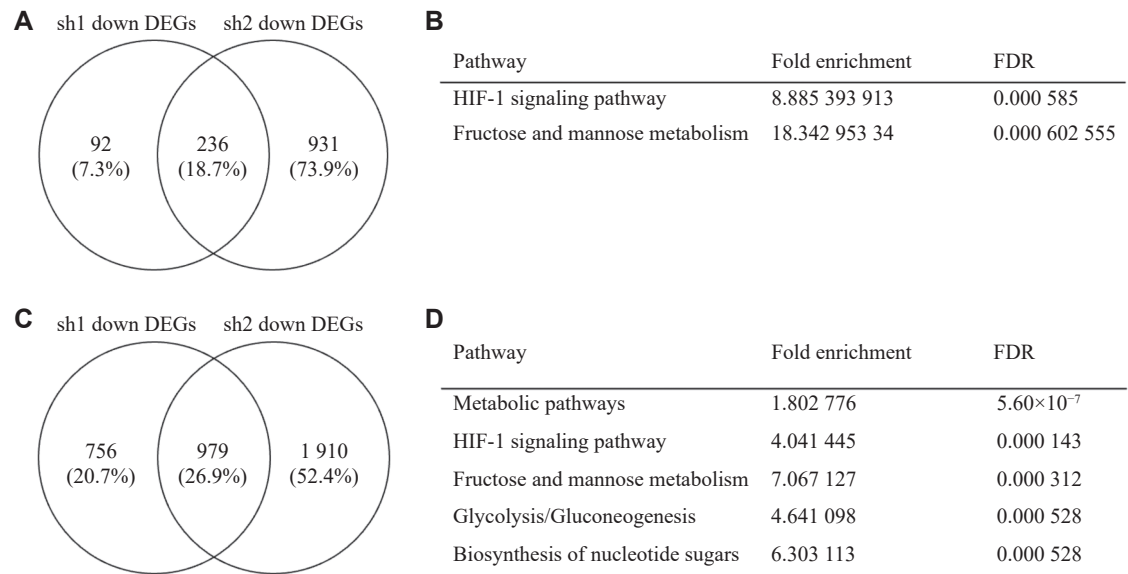

**Supplementary Fig. 3** KEGG pathway analysis of commonly downregulated DEGs following *TUG1* knockdown in HepG2 cells. A: Venn diagram illustrating the overlap of DEGs between *TUG1*-knockdown (sh1- and sh2-*TUG1*) and control (sh-Con) HepG2 cells. Genes were considered downregulated if their |fold change (FC)| was greater than 1.5 and the *P*-value was less than 0.05. B: KEGG pathway enrichment analysis of the overlapping downregulated DEGs identified in panel (A) (|FC| > 1.5, *P* < 0.05). C: Venn diagram showing the overlap of downregulated DEGs between *TUG1*-knockdown and control HepG2 cells, using a less stringent threshold of |FC| > 1.0 and *P* < 0.05. D: KEGG pathway enrichment analysis of the overlapping downregulated DEGs identified in panel (C) (|FC| > 1.0, *P* < 0.05). Abbreviation: DEG, differentially expressed gene; KEGG, Kyoto Encyclopedia of Genes and Genomes; BP, biological process; CC, cellular components; MF, molecular function.

### **Supplementary Tables**

**Supplementary Table 1** (available online): Primers used in this study.

**Supplementary Table 2** (available online): GSEA analysis of downregulated gene sets upon *TUG1* knockdown in HepG2 cells by Hallmark, WikiPathway, and KEGG medicus.

**Supplementary Table 3** (available online): Analysis for correlation of *TUG1* expression with glycolysis candidate genes from TCGA, Starbase v.2/ENCORI, and GEPIA2 databases.

**Supplementary Table 4** (available online): Prediction of microRNAs that potentially interact with

*TUG1*-regulated glycolysis genes by the multiMiR database.

**Supplementary Table 5** (available online): Hybridization patterns of the top five candidate miRNAs with *TUG1* by RNA22 v2 prediction.

**Supplementary Table 6** (available online): Analysis for correlation of candidate miRNA expression with glycolysis candidate genes by starBase v2.0.

**Supplementary Table 7** (available online): Top five hybridization patterns of miR-122-5p with 3' UTR of *PKM* and *ALDOA* transcripts predicted by the RNAhybrid.

How the deposited data were processed for this re-analysis (not part of the article)

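RNA-seq was done on 9 libraries of HepG2 cells, 3 each of sh-Con, sh1-*TUG1* and sh2-*TUG1*, which the paper describes as technical replicates. If the replicates of a group came from the same culture, the SD and adjusted p-values do not cover the spread between cultures. Groups and replicate numbers were taken from the sample labels and the paper. For each knockdown line the authors deposited a table of read counts per gene, made by a sequencing company, and the counts carry no normalization. The same tables give FPKM values that the authors computed with the genomic span of each gene as its length (99.9% of 11924 genes within 1% of the span in GENCODE 29 in the sh1-*TUG1* table), a false discovery rate, which is an adjusted p-value of the authors' own comparison, and a log2 fold change that the authors computed. FPKM values were used only to describe the tables. The false discovery rate and log2 fold change of the authors' deposited tables were used only to set their calls beside those made here. All per-sample columns were matched to a sample. The paper's text does not name the aligner, the genome build, the counting tool or the test of differential expression.

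All rows of the tables were used, 13017 for sh1-*TUG1* and 12953 for sh2-*TUG1*. In the sh1-*TUG1* table 11930 rows carry an Ensembl identifier, all of which matched GENCODE 29, and 1087 are loci with a NewGene number and no position, which held 1.46% of the counts. The sh2-*TUG1* table has 11871 such rows and 1082 such loci, with 1.41% of the counts. Genes with an Ensembl identifier took their GRCh38 positions from GENCODE 29. Symbols that were not readable, 7 in each table, were replaced by the GENCODE name. All but 3 of the Ensembl identifiers in the sh1-*TUG1* table, and all but 2 in the sh2-*TUG1* table, are protein-coding genes. The lowest total count of a gene over 6 libraries was 152 in the sh1-*TUG1* table, and edgeR's filterByExpr removed 0 genes from either table. *TUG1* and *PGAM4* were not analysed here, and so the planned log2 fold changes of *TUG1* were not computed.

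Tests were run in R 4.3.3 with edgeR 4.0.16 (TMM normalization, quasi-likelihood test), limma 3.58.1 (camera with a preset correlation of 0.01, fry), DESeq2 1.42.0 as an alternative, and fgsea 1.28.0. Each knockdown line was tested against sh-Con in a fit of 6 libraries, and sh2-*TUG1* against sh1-*TUG1* in a fit of all 9. Adjusted p-values are Benjamini–Hochberg values from these models. DEGs had a fold change over 1.5 and an adjusted p under 0.05, as in the paper. Log2 CPM used a prior count of 2. CPM values are TMM-normalized, and the SD is over 3 replicates.

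The KEGG, GO, WikiPathways and Hallmark sets were not used here. Hand-written lists took their place: 31 glycolytic enzyme genes, the 15 glycolysis-related genes that the paper shows, 35 hypoxia-response genes that encode no glycolytic enzyme, 30 genes known as miR-122 targets, and 29 interferon-response genes. *P4HA1* is in both the hypoxia and the miR-122 list, the genes that the paper shows are nearly all in the enzyme list, and no other lists share a gene. Of the hypoxia list, 34 of 35 genes had a mean over 1 CPM in these cells. The genes named in the text are the glycolysis-related genes that the paper shows, and the 5 rising and the 5 falling genes with the largest change in the line where they changed less, among DEGs of both lines whose knockdown libraries all lay on one side of the control libraries, with a mean of at least 50 counts. Some genes that the rule selects or a list holds are not reported here. Members of a list may also be named where the list is described. This rule, the lists, the tests and the alternatives were set before the data were examined, except where a setting is said to have been chosen after seeing the data.

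The tests were first run on simulated data. In counts simulated for 13017 genes with 200 genes changed by known folds, the quasi-likelihood test recovered 95% of them with 6 false calls, and DESeq2 recovered 96.5% with 8 false calls. A list of 20 simulated genes lowered by a known amount on the log2 scale had a median of −0.51 and an NES of −2.73. In the scan of 3′ UTR heptamers, a heptamer whose genes were lowered by 0.2 on the log2 scale ranked first of all heptamers in both tables. With 3 replicates per group and totals of 33051617 to 39393293 counts, replicates differed by more than read sampling. For 2 libraries of a group, the chi-squared per degree of freedom against Poisson counts was 6.41 to 25.8 over 10772 genes.

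Alternatives were RLE size factors, library size alone, no filter, a filter of at least 1 CPM in 3 libraries, DESeq2, 1 fit of all 9 libraries, the replicate number as a block, a test against the fold change of 1.5, fry and camera with an estimated correlation, other rankings and gene lists for glycolysis, backgrounds matched on mean expression, and leaving out each library in turn. Offsets for GC content and transcript length, a floor on the SD in the signal-to-noise ratio, and separate control libraries for each line were added after seeing the data.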

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

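The comparison of the spread of fold changes, and the reading of the loci without an Ensembl identifier separately for each line, were chosen after the result was seen. The other tests were chosen before.

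Several genes changed by different amounts in both knockdown lines, by a test of the difference itself (sh2-*TUG1* against sh1-*TUG1* in a fit of all 9 libraries, edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment). Over all genes, 1362 differed at a fold change over 1.5. Of the glycolysis-related genes that the paper shows, 9 were lower in sh2-*TUG1* than in sh1-*TUG1*, with log2 ratios of −1.35 for *PKLR* (adjusted p = 0.000361), −0.70 for *PFKM* (adjusted p = 0.0138), −0.59 for *PFKL* (adjusted p = 1.86e-06), −0.42 for *ALDOC* (adjusted p = 0.00294), −0.33 for *PGK1* (adjusted p = 0.000615), −0.26 for *GAPDH* (adjusted p = 0.000863), −0.23 for *ENO2* (adjusted p = 0.00256), −0.22 for *GPI* (adjusted p = 0.00201) and −0.21 for *PGAM1* (adjusted p = 0.00756). In *PKM* and *PFKP* the ratio went the other way, with 0.12 (adjusted p = 0.0305) and 0.46 (adjusted p = 0.0328). *ENO1*, *LDHA* and *ALDOA* had no detectable difference, with adjusted p-values of 0.636, 0.515 and 0.452. The list of glycolytic enzyme genes had a median log2 ratio of −0.23, and limma's camera gave a p-value of 0.00807. An alternative explanation, whether technical or biological in origin, is that all fold changes spread more widely in sh2-*TUG1*. The median of the 20 list genes tested in both lines was 1.55 times as large in sh2-*TUG1* as in sh1-*TUG1*, and the SD of all log2 fold changes was 1.47 times as large. These ratios are too close for the test to decide, and so a larger effect on glycolysis genes and a wider spread of all fold changes cannot be told apart. Depth does not account for the larger number of DEGs in sh2-*TUG1*, since its median total count was 0.965 times that of sh1-*TUG1*. A difference in how far *TUG1* was lowered stays open as a biological explanation, because *TUG1* was not analysed here; the paper states that both shRNAs lowered it comparably.

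Among the other genes named, *SLC6A12* (log2 ratio 1.35, adjusted p = 0.000711), *RAMP1* (1.19, adjusted p = 0.0046) and NewGene_10464 (1.07, adjusted p = 0.00179) rose more in sh2-*TUG1* than in sh1-*TUG1*, and *CDRT4* rose less (−1.73, adjusted p = 0.0102). The counts of *CDRT4* were 544, 157 and 479 in the sh1-*TUG1* libraries and 139, 146 and 52 in the sh2-*TUG1* libraries, so its replicates also differed widely within a group. Its reads could be divided with *TVP23C-CDRT4* on the same strand, whose log2 fold change was −0.87 in sh1-*TUG1* and 0.33 in sh2-*TUG1*, so counting stays open as a technical source. The count of 1362 genes was 1361 with RLE size factors and 1481 with library size alone.

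The paper does not discuss the loci without an Ensembl identifier. Of these, 100 were DEGs in sh1-*TUG1* (41 higher and 59 lower) and 229 in sh2-*TUG1* (95 higher and 134 lower), and 63 changed in the same direction in both lines. They made up 9.20% of the loci tested in sh1-*TUG1*, against 4.58% of the genes with an identifier, and 21.2% in sh2-*TUG1*, against 12.6%. Their expression level was tested as the explanation, since their median was 1.90 log2 CPM in sh1-*TUG1* against 4.93 for the other genes. Random lists of genes with an identifier, matched on mean expression, held 7.27% to 10.7% DEGs in sh1-*TUG1*, so the share in sh1-*TUG1* is consistent with the expression level alone. In sh2-*TUG1* the random lists held 22.2% to 27.3%, and the share of the loci was below that range. In neither line was it above what genes of the same expression level show. Whether the loci are genes or stretches of known transcripts was not tested, because their positions were not used here, and no biological explanation was tested.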

How the results depend on the processing

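The filters tested nothing, because neither filterByExpr, nor the setting without a filter, nor the minimum of 1 CPM in 3 libraries removed a gene from either table. The planned log2 fold changes of *TUG1*, and their alternatives, were not run.

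The direction and the side of the threshold of both glycolysis list tests, both NES values and all 4 over-representation tests were the same under every alternative run. The median of the list ranged from −0.50 to −0.39 in sh1-*TUG1* and from −0.70 to −0.60 in sh2-*TUG1*, leaving out libraries included, and the largest p of a fit that left out a library was 4.87e-08 in sh1-*TUG1* and 3.64e-07 in sh2-*TUG1* by camera. The glycolysis genes among the lower DEGs numbered 4 to 7 in sh1-*TUG1* and 9 to 15 in sh2-*TUG1*, and those in the overlap 3 to 5 at a fold change over 1.5 and 10 to 13 at 1.0. The NES of sh2-*TUG1* ranged from −2.42 to −1.76, the weakest value being the fit without replicate 3 of sh2-*TUG1* (p = 0.0112 from gene permutations). Both hypoxia list tests also held under every alternative, with medians from −0.70 to −0.65 in sh1-*TUG1* and from −0.78 to −0.67 in sh2-*TUG1*.

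The DEG counts were within 1.5 times the reported ones except in the test against a fold change of 1.5, where 45 genes were higher and 69 lower in sh1-*TUG1*, 201 higher and 399 lower in sh2-*TUG1*, and 330 differed between the lines. That test asks for evidence that the fold change itself exceeds 1.5, a stricter question by construction. With 1 library left out, the counts ranged from 258 to 359 higher and from 289 to 328 lower genes in sh1-*TUG1*, and from 525 to 585 higher and from 1062 to 1149 lower genes in sh2-*TUG1*. Scaling by library size alone changed the share of lower DEGs from 50.8% to 44.9% in sh1-*TUG1* and from 67.3% to 73.1% in sh2-*TUG1*.

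The correlation of the log2 fold changes between both lines ranged from 0.49 to 0.58 across the 9 fits that each left out one library. It was 0.39 with separate control libraries for each line, a setting chosen after seeing the data. That setting takes away the sharing of control libraries and also leaves each line with fewer of them. Which of these lowered the value cannot be told apart.

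The interferon list was past the threshold only with fry, which tests whether any genes of the list change and found them higher (p-values of 0.00762 in sh1-*TUG1*, with a median of 0.048, and 0.00149 in sh2-*TUG1*, with a median of −0.059, where 10 of 18 genes were lower). The miR-122 list in sh1-*TUG1*, with a median of −0.077, stayed past the threshold with fry (a p-value of 0.000156). It was no longer past it in camera with an estimated correlation (a p-value of 0.0533), although that correlation, −0.010, was below the preset 0.01. In sh2-*TUG1* its median of −0.047 was past the threshold with fry only (a p-value of 0.000833), and its median ranged from −0.081 to 0.0084 across the 6 fits that each left out one library, the positive value coming from the fit without replicate 1 of sh2-*TUG1*. The cause was not tested. Of the named genes, *PFKP* in sh2-*TUG1* ranged from −0.30 to 0.019 across the 6 fits that each left out one library, the positive value coming from the fit without replicate 2 of sh2-*TUG1*. The fitted fold change of *PZP* has no meaning without replicate 1 of sh-Con, where the remaining control libraries hold 0 counts. 3 other results on single genes changed: 1 stronger (*PFKL* in sh1-*TUG1*, log2 fold change −0.15 with offsets for GC content and length chosen after seeing the data) and 2 weaker (*PZP* with DESeq2 in both lines).

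The replicate number was also fitted as a block. The deviations of same-numbered libraries from their group means had correlations from −0.33 to 0.011 across the 9 pairs, over 11451 genes, and those of differently numbered libraries from −0.088 to 0.20, so the libraries share only a number. With the block, 305 genes were higher and 292 lower in sh1-*TUG1*, 539 higher and 1107 lower in sh2-*TUG1*, 1300 differed between the lines, and 205 and 750 were lower in both lines at a fold change over 1.5 and 1.0. No list or gene named above changed its call with the block. The NES does not use the block.

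At a depth of 33051617 to 39393293 counts per library, counting alone gives the log2(fold change) of *PKLR* in sh1-*TUG1* a standard error of 0.087, from 492 and 613 counts, and that of *ENO1* 0.0041. The fitted standard errors were larger, 0.20 and 0.035, so depth alone does not set the precision of either gene.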

Differences from the paper's values

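The NES of the glycolysis list was −2.19 in sh1-*TUG1* and −2.25 in sh2-*TUG1*, while the paper's Fig. 1D shows about −2.0 and about −1.8, read by eye. The paper scored a KEGG MEDICUS set, and the values here score a hand-written list, so the sets are not the same. The gap is larger than the SD of the NES over the fits that each left out one library, which was 0.088 in sh1-*TUG1* and 0.21 in sh2-*TUG1*. In sh1-*TUG1*, of the alternatives set before the data were examined, the list of genes that the paper shows (−2.04) and the fits without replicate 3 of sh-Con, replicate 2 of sh1-*TUG1* or replicate 3 of sh1-*TUG1* came within that SD of the paper's value, and the others did not. In sh2-*TUG1* only the fit without replicate 3 of sh2-*TUG1* (−1.76) did. With the floor on the SD, chosen after seeing the data, the scores were −2.24 and −2.15.

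The DEG counts and overlaps were within 1.5 times the paper's values. With DESeq2 in place of edgeR's quasi-likelihood test, 321 genes were higher and 328 lower in sh1-*TUG1* and 565 higher and 1167 lower in sh2-*TUG1*, the numbers that the paper gives, and 236 lower DEGs were shared, also the paper's number. At a fold change over 1.0, DESeq2 gave 980 shared lower genes and the paper gives 979. The authors' deposited table also gives 980 shared genes at that limit.

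The paper states that the glycolysis pathway was not significantly enriched among the shared lower DEGs at a fold change over 1.5. The hand-written list gave 4 genes with 0.356 expected and a one-sided Fisher's exact p of 0.00038, and the largest p under the alternatives was 0.00176, with the list of genes that the paper shows. The paper tested KEGG pathways, whereas the values here come from short lists of glycolysis genes. Neither the gene sets nor the number of tests are the same, so these values do not contradict the paper's result.

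The paper names phosphofructokinase and pyruvate kinase genes as lower in *TUG1*-knockdown cells. In sh1-*TUG1*, *PKLR* had a log2 fold change of 0.26 (adjusted p = 0.373), *PFKM* of −0.20 (adjusted p = 0.376) and *PFKL* of −0.10 (adjusted p = 0.133), and in sh2-*TUG1* *PFKP* had −0.089 (adjusted p = 0.689), all from edgeR's quasi-likelihood test. Fig. 1E leaves the first 3 out of its sh1-*TUG1* panel and *PFKP* and *PKM* out of its sh2-*TUG1* panel; *PKM* was lower there, with −0.27 (adjusted p = 0.000693). *PFKL* in sh1-*TUG1* was past the threshold with offsets for GC content and length (adjusted p = 0.0183), a setting chosen after seeing the data, while under the other settings run it was not past the threshold, with an adjusted p of up to 0.342.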

Other observations

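The tests of *PKM* and *ALDOA* against genes without a seed match and of the mitochondrial genes were chosen after the result was seen, as were the use of separate control libraries to judge the shared ones and the overlap of equally long lists. The others were chosen before.

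A wider fall of hypoxia-response genes went with the fall of the glycolytic enzyme genes. Of 35 hypoxia-response genes that encode no glycolytic enzyme, all 35 were lower in sh1-*TUG1* and 31 in sh2-*TUG1*, with median log2 fold changes of −0.68 and −0.74 (camera p = 2.42e-25 and 8.16e-15, adjusted over 8 list tests 1.93e-24 and 3.26e-14; p = 0.00222 and 0.00352 with an estimated correlation). The list holds 21 lower DEGs in sh1-*TUG1* and 20 in sh2-*TUG1*. In sh2-*TUG1* the listed genes ranged from −3.28 for *SLC2A3* to 0.11 for *PLIN2*. *PLIN2*, *WSB1*, *VEGFA* and *RORA* were not lower there (0.11, 0.074, 0.011 and 0.0068, adjusted p = 0.053, 0.292, 0.904 and 0.953 from edgeR's quasi-likelihood test), whereas they had −0.83, −0.37, −0.31 and −0.33 in sh1-*TUG1*. The difference between the lines had adjusted p-values of 5.34e-08, 7.47e-05, 0.000722 and 0.00319 for these genes, which were singled out after their values were seen. A lower hypoxia response would therefore have to leave part of the list out in sh2-*TUG1*. The fall of glycolysis genes may therefore be part of a lower hypoxia response, which is a hypothesis: many glycolysis genes are also hypoxia genes, and both knockdown lines differ from the same control cells, so a difference in how the control cultures were grown stays open as well. Neither was tested further.

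GC content, transcript length and expression level were tested as the cause of the fall of the glycolysis list. With these trends removed its median was −0.39 in sh1-*TUG1* and −0.57 in sh2-*TUG1*, below all 10000 random lists matched on mean expression in both lines, so these trends are not the whole cause. The Spearman correlation of log2 fold changes with GC content across genes was 0.17 in sh1-*TUG1* and −0.041 in sh2-*TUG1*, where that with expression level was 0.24.

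The paper proposes that *TUG1* holds miR-122-5p, so that a freed miR-122-5p would lower its targets. Its evidence for this lies outside these libraries: luciferase assays with *TUG1* sites and with the 3′ UTRs of *PKM* and *ALDOA*, and correlations in patient tissue. A miR-122-5p antagomiR also partly raised *ALDOA* and *PKM* in knockdown cells. None of this was re-analysed here. If so, genes with its seed match ACACTCC in the 3′ UTR should fall relative to the others. Over 16158 heptamers and 11692 genes in sh1-*TUG1*, with 3′ UTR length, base composition and expression level taken out, this heptamer lay at a percentile of 5.92, and over 11635 genes in sh2-*TUG1* at a percentile of 44.9, within the middle 90% of heptamers in both lines, although close to its edge in sh1-*TUG1*. With the same adjustment, the mean difference between the 913 genes with the match and the others was −0.014 on the log2 scale in sh1-*TUG1*, and −0.0016 for 910 genes in sh2-*TUG1*. Without it, the median of the genes with the match was higher by 0.0057 in sh1-*TUG1* and by 0.024 in sh2-*TUG1*. Of the 21 glycolytic enzyme genes, 2 carry the match (*PKM* and *ALDOA*) and 4 carry the weaker match CACTCCA, and of the 16 list genes without either match 14 were lower in sh1-*TUG1*. A general effect through these matches therefore does not account for the fall of the list. For *PKM* and *ALDOA* themselves these libraries alone cannot tell it apart from the other causes. The list genes without a match fell as well, with a median of −0.37 in sh1-*TUG1* and −0.62 in sh2-*TUG1*. *PKM* had −0.39 and −0.27, so in sh2-*TUG1* it fell less than that median, and *ALDOA* had −0.59 and −0.56. The 4 list genes with either match had lower medians, −0.57 in sh1-*TUG1* and −0.72 in sh2-*TUG1*, a difference from the genes without a match that was not tested. The 29 known miR-122 targets had a median of −0.077 in sh1-*TUG1* (a p-value of 0.0164 from limma's camera, adjusted over 8 list tests 0.0263, 21 of 29 lower) and −0.047 in sh2-*TUG1* (a p-value of 0.256, 16 of 29 lower). Without *P4HA1*, which is also in the hypoxia list, the camera p-values were 0.0391 and 0.404. miR-122-5p itself was not analysed here.

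The larger number of DEGs in sh2-*TUG1* was set against an off-target effect of its hairpin. Silencing through the hairpin's seed would lower genes with one or a few heptamers in the 3′ UTR beyond the rest. The most lowered heptamer in sh2-*TUG1* had a z of −3.56, within the range of the most lowered heptamers of 100 sets of permuted fold changes (−4.91 to −3.14), so no such seed effect was detectable. Cleavage of a few transcripts with a longer match was not tested. Deeper sequencing does not account for it, with a ratio of 0.965. An interferon response to the hairpin cannot be told apart here, because the listed genes went both ways in sh2-*TUG1* (a p-value of 0.509 from limma's camera). *IRF9*, *DDX58*, *OAS3* and *IFI6* were higher (log2 fold changes 1.18, 0.88, 0.77 and 0.66), whereas *USP18* and *IFI35* were lower (−1.13 and −0.45); these genes were singled out after their values were seen. In sh1-*TUG1* the list had a camera p-value of 0.306.

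Lower genes were the larger part of the DEGs in sh2-*TUG1* under each of the 3 scalings. Their share was 67.3%, and it was 73.1% with library size alone and 67.2% with RLE size factors, so the normalization does not account for it. Over the genes with a GC value the share was 69.0% without and 68.0% with offsets for GC content and length, a setting chosen after seeing the data.

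Whether a random grouping of the libraries gives as many DEGs was counted over all splits. Of the 10 splits of the 6 libraries into 3 against 3, 1 split, the real one, gave as many DEGs as the 646 in sh1-*TUG1*, and 1 as many as the 1726 in sh2-*TUG1*. The largest number in any other split was 1 in both. With 10 splits a share below 0.1 is not possible, so the design is too small for this count to decide.

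The log2 fold changes of both lines correlated with 0.55 across genes, within the range of 0.44 to 0.55 that 20 simulations of unchanged groups with shared controls gave, so this value alone shows little. With separate control libraries for each line the correlation was 0.39 (0.36 to 0.42 over the ways to divide the controls), above the highest simulated value of 0.049. Noise between the shared control libraries is therefore not the whole cause. A difference of the sh-Con cells themselves would stay in every such division and was not simulated, so it stays open. At the DEG criteria the simulated groups shared 0 lower genes, also without a fold change limit, with at most 5 DEGs in the simulated sh2-*TUG1* group, against 229 and 912 shared genes in the data. Because lists that short leave little to share, longer ones were compared as well. Lists as long as the observed ones, made of the lower genes with the smallest p, shared 128 to 156 genes in the simulations against 210 in the data at the lengths of the lists of lower DEGs, and 815 to 885 against 912 at the lengths without a fold change limit. Of the 1162 genes of a simulated sh2-*TUG1* list at the first lengths, at most 5 are DEGs, so these numbers show how far shared controls align a ranking and not how many DEGs they give.

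The share of counts from the mitochondrial genome was lower in both lines. It was 2.67%, 2.14% and 1.99% in the sh-Con libraries, 1.72%, 1.63% and 1.55% in sh1-*TUG1*, and 1.56%, 1.57% and 1.80% in sh2-*TUG1*. Of the 13 mitochondrially encoded genes tested, 12 were lower in sh1-*TUG1* (median log2 fold change −0.51, 10 at an adjusted p under 0.05) and 13 in sh2-*TUG1* (median −0.36, 9 at an adjusted p under 0.05), from edgeR's quasi-likelihood test. This is consistent with a loss of all transcripts of the mitochondrial genome and not of single genes, and RNA preparation stays open as a technical source, since mitochondrial reads were also higher in replicate 1 of sh-Con than in the other control libraries.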
